# N6-methyladenosine RNA landscape in the aged mouse hearts

**DOI:** 10.3389/fcvm.2025.1563364

**Published:** 2025-06-18

**Authors:** Xia Jing, Yingming Li, Zhaofu Liao, Jing-Yu Wu, Zi-Yang Xu, Zhi-Peng Yang, Hai-Liang Mo, Shun Xu, Xinguang Liu, Zhuguo Wu, Jun Tao, Xing-Dong Xiong

**Keywords:** m6A RNA methylation, cardiac aging, METTL14, FTO, EFEMP1, cardiac diseases

## Abstract

**Objective:**

Cardiac aging is a major risk factor for the development of cardiovascular diseases. Although evidence suggests an association between N6-methyladenosine (m6A) modification and numerous cardiovascular diseases, its role in cardiac aging remains unclear. This study was conducted to elucidate the role of m6A modification in cardiac aging and the molecular mechanisms involved.

**Methods:**

Global methylation levels and the expression of major m6A regulators were compared between young and aged hearts. Transcriptome-wide m6A landscape analysis was conducted using methylated RNA immunoprecipitation sequencing (MeRIP-seq) and RNA sequencing (RNA-seq) to identify aberrant m6A peaks. Furthermore, gene set enrichment analysis (GSEA) was performed to identify gene sets associated with cardiac aging. Functional validation of key molecules was carried out through *in vitro* experiments.

**Results:**

The overall m6A level remained constant; however, the expression of the methyltransferase METTL14 and the demethyltransferase FTO were significantly upregulated in aged hearts. Knockdown of METTL14 alleviated H_2_O_2_-induced senescence phenotypes, as reflected by a reduction in the number of SA-β-gal positive cells and a decrease in p21 expression. Compared with young hearts, the dysregulated m6A peaks were significantly enriched in genes associated with dilated cardiomyopathy, hypertrophic cardiomyopathy, and the PI3K-Akt signaling pathway. GSEA showed that these genes were enriched in the aging of heart and aorta cardiomyocytes. Additionally, 255 genes with siginificantly changed of both m6A peaks and RNA expression were identified by combining MeRIP-seq and RNA-seq data. Among these genes, EFEMP1 was significantly upregulated in aged hearts, accompanied by enhanced m6A modification. Treatment with the methyltransferase inhibitor cycloleucine significantly suppressed the expression level of EFEMP1. In AC16 cells, silencing EFEMP1 suppressed H_2_O_2_-induced cell senescence. Furthermore, we found a positive correlation between METTL14 and EFEMP1 in multiple datasets related to cardiac aging.

**Conclusion:**

Our findings indicate that m6A modification plays an essential role in the process of cardiac aging. EFEMP1 may serve as a potential new therapeutic target for age-related cardiac diseases.

## 1 Introduction

Aging is a complex and universal biological process characterized by progressive functional decline of biological macromolecules and is regarded as an independent risk factor for cardiac diseases (1, 2). The process of cardiac aging involves a series of pathophysiological changes, including inflammation, increased oxidative stress, cardiac myocyte enlargement, increased interstitial fibrosis, and cardiac diastolic dysfunction (3, 4).

N6-methyladenosine (m6A) is the most prevalent post-transcriptional modification in mammalian RNA. Similar to DNA methylation and histone modification, the m6A RNA methylation is dynamically and reversibly regulated by methyl-transferases (“writers”), demethylases (“erasers”) and binding proteins (“readers”) (5). The writers responsible for m6A RNA methylation are METTL3 and METTL14 proteins, along with their cofactor WTAP. The removal of m6A RNA modification is carried out by two enzymes, FTO and ALKBH5, which act as “erasers”. Proteins containing YT521-Bhomology (YTH) domains, such as YTHDC1/2 and YTHDF1/2/3, act as “readers” that specifically recognize m6A modifications, thereby regulating processes including RNA splicing, localization, degradation, and translation. Furthermore, numerous studies have explored the functional roles of m6A in RNA regulation across various biological systems (6–8).

Recently, there has been growing interest in the role of m6A RNA modification as a new form of RNA epigenetic regulation, particularly in the context of human disorders, including cardiac ailments (3, 9). However, the transcriptome-wide m6A methylome of cardiac aging remains undetermined. Therefore, the aim of this study was to examine the level of m6A RNA modification in young and old hearts and to investigate the expression of m6A regulators. Moreover, we examined the differences in methylation peaks and gene expression by utilizing MeRIP-seq and RNA-seq. By analyzing MeRIP-seq and RNA-seq data, we were able to demonstrate specific m6A-modified RNA transcripts that exhibited higher differences in both m6A levels and expression patterns.

## 2 Materials and methods

### 2.1 Animals

Animal research was authorized by the Animal Care Committee of Guangdong Medical University and carried out in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication, 8th Edition, 2011). The young group consisted of male C57BL/6 mice aged 6–7 weeks, which were purchased from Guangdong Yaokang Biotechnology Co., Ltd. The aged group was composed of male C57BL/6 mice that were also obtained from the same vendor. These aged mice were maintained in our animal center until they were 26–27 months old. The mice were raised under controlled environmental conditions with 12-h alternating dark/light cycles (22 ± 3 °C, 50%–60% relative humidity). All mice were provided *ad libitum* access to food and water. To eliminate gender-related effects, male mice were exclusively utilized in the current investigation.

### 2.2 Sample preparation

The hearts of the mice were quickly removed from the chest following euthanasia by cervical dislocation under 3% pentobarbital sodium anesthesia. Subsequently, the hearts were subjected to three washes with pre-chilled phosphate-buffered saline (PBS). The hearts were fixed in 4% paraformaldehyde at 4 °C overnight for histological staining. They were subsequently dehydrated using a sucrose gradient in PBS at 4 °C, embedded in OCT compound, sliced into 5-µm thick sections, and collected on siliconized slides.

### 2.3 Senescence-associated β-galactosidase (Sa-β-gal) staining

Senescence-associated β-gal (SA-β-gal) staining in heart tissues was performed with the SA-β-gal staining Kit (Beyotime) according to the manufacturer's instructions. Briefly, the sections at the level of the mid-papillary heart muscles were fixed using a fixative solution for 10 min at room temperature. After rinsing with PBS, the sections were subjected to incubation with a freshly prepared staining solution at 37 °C overnight, and subsequently examined via bright-field microscopy.

### 2.4 Masson's trichrome staining

The level of fibrosis in cardiac muscle and perivascular collagen volume area was assessed using a modified masson's trichrome stain kit (Solarbio; cat#G1343). The valuation was performed according to a well-established protocol, as delineated in a previous study (10). Cardiac slices isolated from the mid-papillary heart muscles were fixed in Bouin solution at 37 °C for 2 h. After fixation, the slices were stained with iron hematoxylin for 10 min and then rinsed with distilled water. The differentiation process involved treating the sample with a phosphomolybdic acid solution for 10 min, followed by staining with aniline blue for 5 min and 1% acetic acid for 1 min. Next, the sections were dehydrated, treated with xylene for cleaning, and finally mounted with resinene. Utilizing an optical microscope, the stained areas of the sections were visualized, with interstitial fibrosis appearing as a blue-stained region.

### 2.5 Isolation of mRNA

To extract total RNA from cardiac tissues, the TRIzol (Invitrogen, Canada) reagent was used, following manufacturer's instructions. Three heart tissues of aged mice were mixed as one aged sample and three heart tissues of young mice were mixed as one control sample, resulting in a total of three groups of young mice and three groups of aged mice. To disrupt secondary structures, the entire RNA was initially dissolved in a high-salt solution and briefly heated to 65 °C before being rapidly cooled on ice. At room temperature, the RNA is annealed to the oligo (dT) magnetic beads, and the poly(A)-oligo(dT) complexes are stabilized using high-salt binding buffer. Next, a high-salt washing buffer is used to eliminate unbound RNAs while keeping oligo(dT)-bound poly(A) + mRNAs intact. Finally, the mRNA is removed from the beads by introducing ribonuclease-free deionized water.

### 2.6 Quantification of m6A RNA methylation

The EpiQuik m6A RNA Methylation Quantification Kit (Epigentek) was utilized to measure the relative m6A content of mRNA. A standard curve was established by utilizing the positive control (included in the kit) at six varying concentrations, ranging from 0.01 to 0.5 ng/μl. In addition, 200 ng of mRNA was seeded in each well, followed by the addition of capture and detection antibody solutions according to the manufacturer's protocol. Following that, both the developer solution and stop solution were added. Furthermore, the m6A levels were measured colorimetrically by assessing the absorbance of each well at 450 nm, followed by calculating the percentage of m6A in the total mRNA.

### 2.7 RNA m6A dot blot assay

This method utilizes nylon membranes with positive charge to effectively bind mRNA molecules. The concentration of mRNA was quantified using Nanodrop 2000 (Denovix), and then further diluted to obtain the ladder concentration of 200, 100, and 50 ng/μl. One microliter of sample was applied onto the nylon membrane, and then subjected to UV cross linking. Unbound material was eliminated by washing with PBST, followed by blocking the membrane with a 5% blocking solution. The membrane was subjected to an overnight incubation with m6A antibody (1:1,000, Millipore) at 4 °C. The membrane underwent an overnight incubation at 4 °C with m6A antibody (1:1,000, Millipore). An HRP-conjugated anti-mouse IgG was incubated on the membrane at room temperature for 1 h, followed by detection using imaging equipment. In order to achieve uniform loading of the input, membranes were stained with 0.02% methylene blue (Sangon Biotech) for aduration of 2 min.

### 2.8 Western blot analysis

The protein portion of the heart tissue was lysed using RIPA lysis buffer (Beyotime) along with the addition of protease inhibitors. After quantification using the BCA protein kit (Beyotime), an equal amount of protein was separated on a 12.5% SDS-PAGE gel and subsequently transferred onto 0.22-μm PVDF membranes (Millipore, Billerica). The membranes were blocked with 5% skimmed milk for 1 h, at room temperature. Primary antibody incubation occurred at 4 °C overnight and secondary incubation occurred at room temperature for 1 h. Primary antibodies used were: anti p16 (1:500, Santa), anti p53 (1:1,000, CST), anti γH2A.X (1:1,000, Santa), anti METTL3 (1:1,000, Abcam), anti METTL14 (1:1,000, CST), anti WTAP (1:1,000, Proteintech), anti FTO (1:1,000, CST), anti ALKBH5 (1:1,000, Proteintech), anti YTHDC1 (1:1,000, CST), anti YTHDC2 (1:1,000, CST), anti YTHDF1 (1:1,000, CST), anti YTHDF2 (1:1,000, CST), anti YTHDF3 (1:1,000, CST) and anti GAPDH (1:10,000, Proteintech). Finally, SuperSignal™ ECL substrate (Thermo Scientific) was incubated with membranes for 2 min at room temperature and then exposed using the BioRad Chemidoc® imager. The quantification and normalization of positive immunoreactive bands were performed with respect to GAPDH. Images of Western blots were acquired and analyzed using Image J.

### 2.9 Cell culture and H_2_O_2_ treatment

Human cardiomyocyte AC16 cells were cultured in Dulbecco's Modified Eagle Medium(DMEM; Gibco) supplemented with 10% fetal bovine serum (FBS; Vazyme), 100 U/ml penicillin, and 100 μg/ml streptomycin (Gibco) at 37 °C in a humidified incubator with 5% CO2. Upon reaching 80% confluency, cells were dissociated using trypsin for passaging. To establish oxidative stress-induced senescence, cells were treated with 0, 50, 100, and 200 μM H_2_O_2_ (Sigma-Aldrich) and incubated for 24 h.

### 2.10 Cell transfection

AC16 cells were transfected with METTL14 siRNA (si-METTL14), EFEMP1 siRNA (si-EFEMP1), and scrambled siRNA (si-NC, all purchased from Tsingke) using Lipofectamine RNAiMAX Reagent (Invitrogen) according to the manufacturer's protocol. The sequences of si-METTL14 were sense 5′-UGGACUUGGGAUGAUAUUATT-3′ and antisense 5′-UAAUAUCAUCCCAAGUCCAGC-3′. The sequences of si-EFEMP1 were sense 5′-GCGUAGACAUAGAUGAAUGUA-3′ and antisense 5′-UACAUUCAUCUAUGUCUACGC-3′. After 24 h of transfe- ction, cells were then exposed to H_2_O_2_, with a final concentration of 100 µM for 24 h.

### 2.11 MeRIP-seq

Analysis of MeRIP-seq and RNA-seq data was performed by Guangzhou Epibiotek Co. Ltd. Three pairs of cardiac tissues (50–100 mg each) were used to extract total RNA using TRIzol reagent (Invitrogen) following the manufacturer's instructions. Using 10 × RNA Fragmentation Buffer, the total RNA was fragmented into 100–200 nt RNA fragments. The reaction was halted by incorporating 10 × EDTA (0.5M). Next, the RNA fragment was split into two portions, one for immunoprecipitation of methylated RNA and the other serving as an input sample for generating a standard transcriptome sequencing library.

The clean reads from all libraries were aligned to the mouse Ensemble genome GRCm38 using the Hisat2 aligner (v2.1.0) with the “rna_strandness RF” parameter to determine m6A peaks. The exomePeak R package (v2.13.2) was used to identify these peaks with parameters set to “PEAK_CUTOFF_PVALUE = 0.05, PEAK_CUTOFF_FDR = NA, FRAGMENT_LENGTH = 200”. Differential m6A peaks were also identified using the exomePeak R package with the same parameters. The Guitar R package (v1.16.0) was used to visualize genomic features related to m6A-RNA. For *de novo* motif analysis, identified m6A peaks with a *P* value <0.05 were selected and analyzed using homer (v4.10.4) with the “-len 6 -rna” parameters.

Gene expression levels were measured with featurecounts (v1.6.3) and differential expression analysis was conducted using the DESeq2 R package. Genes that exhibited differential expression between the two conditions were identified using a fold change cutoff of 1.5 and a significance threshold of *P* < 0.05.

### 2.12 MeRIP-qPCR

Total RNA was extracted from the cardiac tissue of mice using Trizol (Thermo Fisher Scientific). Subsequently, 100 μg of the extracted RNA was added to 500 μl of MeRIP buffer. The RNA sample was then incubated with an anti-N6-methyladenosine antibody (ab151230) along with 1 μl of rabbit IgG. This incubation was carried out to selectively pull down the m6A-modified EFEMP1. Finally, the m6A—bound RNA was detected and quantified using RT-qPCR.

### 2.13 Go and KEGG analyses

Genes and mRNAs that exhibited differential methylation, with a *P*-value <0.05 and a fold change >1.5, were chosen for subsequent analysis using Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) methods. All analyses were conducted using version 3.6.0 of the cluster profile R package. We acquired the enrichment analysis maps from the online data analysis website (http://www.bioinformatics.com.cn/).

### 2.14 Gene Set enrichment analysis

To identify biologically relevant pathways that were differentially expressed between two groups of samples, we performed gene set enrichment analysis (GSEA) using the M8 gene set, which contains cell type signature gene sets, as the reference. We considered a pathway to be significant if it had a *P* value <0.05 and a false discovery rate (FDR) <0.25, as described in the results section.

### 2.15 Statistical analyses

The mean ± standard deviation (SD) is used to represent the experimental data. Statistical analysis between two groups was performed using an unpaired two-tailed *t*-test. When comparing three groups of data, one-way analysis of variance (ANOVA) was utilized. The significance level for all these statistical analyses was set at *P* < 0.05.

## 3 Results

### 3.1 The m6A levels and related regulator expression patterns in young and aged hearts

To explore the role of m6A RNA methylation in cardiac aging, we utilized C57BL/6 mice at young (6–7 weeks) and advanced (26–27 months) ages. The aged group exhibited hallmark characteristics of cardiac senescence, including higher SA-β-gal activity, upregulated expression of p16, p53, and γH2A.X, along with increased myocardial fibrosis (11, 12). We then compared m6A RNA methylation levels in young and aged hearts through colorimetry and m6A dot blot analysis; however, there were no differences in the global m6A content between the two groups (Figures 1A,B). Since the global m6A content did not show significant differences, we further investigated the expression levels of m6A regulatory proteins to explore potential dynamic changes in m6A modification. Notably, aged hearts demonstrated upregulated expression of the methyltransferase METTL14 and the demethyltransferase FTO, as well as increased expression of the readers YTHDC1 and YTHDC2 (Figures 1C–F). These findings suggest a potential role for m6A RNA methylation in cardiac aging and explain why global m6A RNA methylation levels remain balanced in the hearts of mice undergoing normal aging.

**Figure 1:**
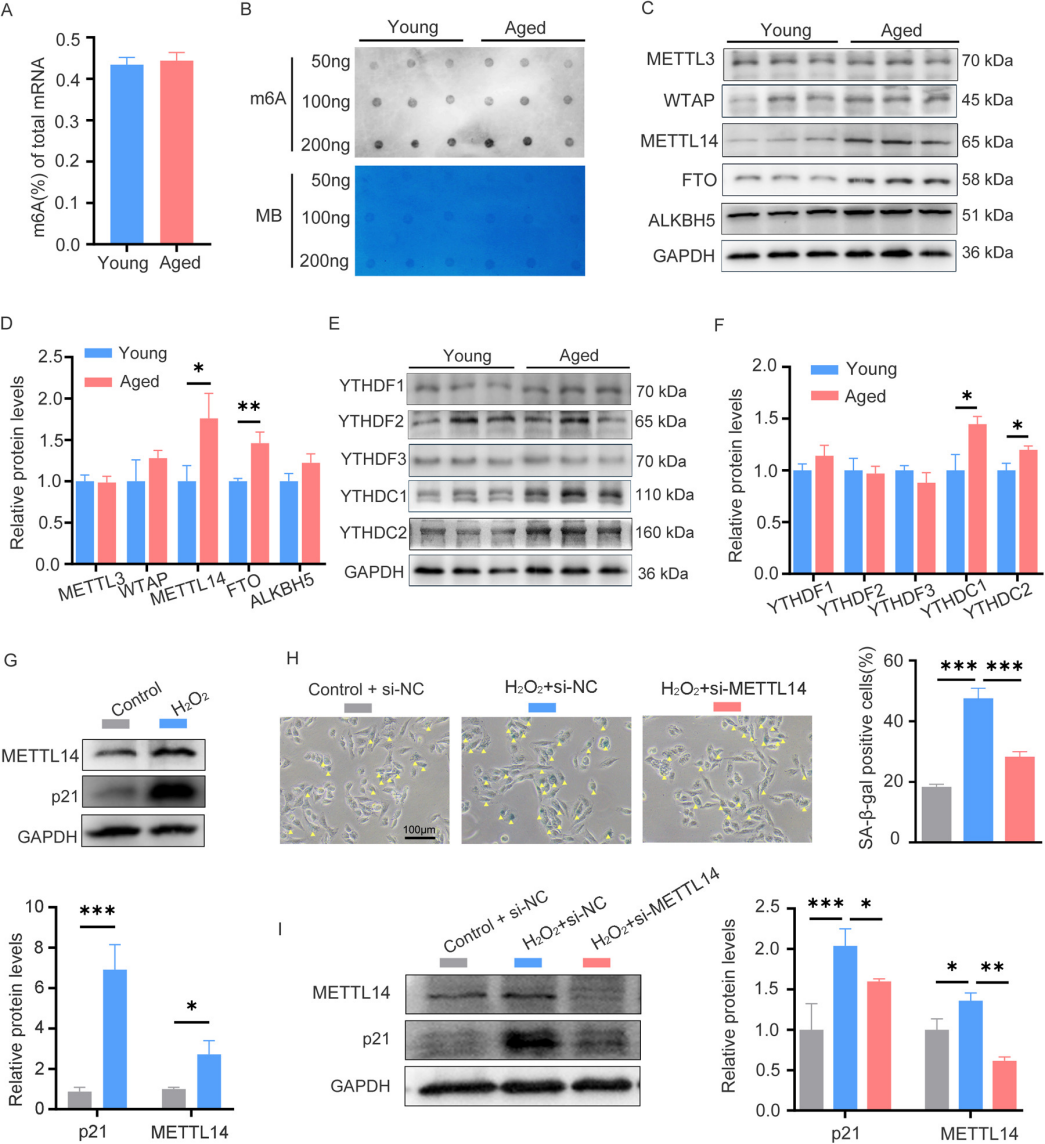
The m6A levels and related regulator expression patterns in young and aged hearts. **(A)** Quantification of m6A in mRNA in heart tissue from young and aged mice, *n* = 9 mice per group. **(B)** Global m6A level in mRNA of young and aged heart tissues was shown as three randomly selected samples by dot blot assay, Corresponding RNAs are loaded equally by a two-fold serial dilution with 50, 100, and 200 ng. MB, methyl blue, *n* = 9 mice per group. (**C,D**) Western blot analysis on young and aged heart protein lysates measuring expression of m6A methylase (METTL3, WTAP, and METTL14), m6A demethylases (ALKBH5 and FTO) and the corresponding densitometric analyses. *n* = 3 mice per group. (**E,F**) Western blot analysis on young and aged heart protein lysates measuring expression of m6A readers (YTHDC1/C2, YTHDF1/F2/F3) and the corresponding densitometric analyses, *n* = 3 mice per group. **(G)** The expression of p21 and METTL14 in AC16 cells treated with H_2_O_2_ was detected by western blotting. **(H)** AC16 cells were transfected with control or METTL14 siRNA for 24 h, followed by H_2_O_2_ treatment; then SA-β-gal staining was performed. Positive cells are shown in blue and marked by yellow arrows. **(I)** AC16 cells were treated as described in **(H)**, then protein levels of p21 and METTL14 were detected by western blotting. GAPDH was detected as the loading control. Data are presented as the mean ± SD of three independent experiments for **(G–I)**. *P < 0.05, **P < 0.01, ***P < 0.001 by one-way ANOVA or Student's *t*-test, as appropriate.

Cardiomyocytes constitute 30%–40% of the total cardiac cellular population (13). To study cardiac aging, the hydrogen peroxide (H_2_O_2_)-induced senescence model established using AC16 cells, an immortalized human cardiomyocyte cell line, is a well-established *in vitro* approach (14). When AC16 cells were treated with H_2_O_2_ at concentrations of 0, 50, 100, and 200 μM for 24 h, a dose-dependent senescence was induced. This was manifested by the progressive upregulation of p21 and an increased proportion of SA-β-gal positive cells (Supplementary Figures 2A,B). Consistent with the expression pattern of METTL14 in young and aged hearts, its expression was also upregulated in H_2_O_2_-induced senescent cells (Figure 1G). Functional studies showed that METTL14 knockdown alleviated H_2_O_2_-induced senescence phenotypes, as reflected by a reduction in the number of SA-β-gal positive cells and a decrease in p21 expression (Figures 1H,I). Collectively, these findings establish METTL14 as a key regulator of cardiomyocyte senescence, likely through m6A—mediated regulation of senescence—related pathways.

### 3.2 Overview of the m6A RNA methylation map in young and aged heart

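MeRIP-seq enriches RNA fragments that carry N6-methyladenosine with an antibody and sequences them beside an input library made from the same RNA without enrichment. An m6A peak is a stretch of exon sequence that is covered more densely in the immunoprecipitate than in the input. Hearts of young mice, 6 to 7 weeks old, and of aged mice, 26 to 27 months old, gave 3 immunoprecipitates and 3 inputs per age, 12 libraries in total. The sample labels and the legend of Figure 2 give 3 mice per group, and section 2.5 of the methods describes samples pooled from 3 hearts, so each immunoprecipitate with its input is treated here as 1 heart without the number of animals behind it being settled. RNA was cut to fragments of 100 to 200 nt. The authors aligned the reads to GRCm38 with Hisat2 (v2.1.0) and called peaks with exomePeak (v2.13.2) at a p-value cutoff of 0.05, with no cutoff on the false discovery rate and a fragment length of 200. They deposited 1 peak list per heart, and the replicates were not pooled. Each list gives the exon blocks of every peak, its gene and the p-value of the call. This p-value is the authors' own and was used to rank or filter the peaks of each list. The lists hold 41694 peaks in total, with a largest p-value of 0.05. They hold no read counts, so the depth of each library is unknown, no interval from counting error can be given, and a peak missing from a list was not called there rather than shown to be absent. Peaks of the 6 hearts that shared at least 1 exon base on the same strand were joined into regions, and a region was assigned to an age when at least 2 of its 3 hearts had a peak in it. Ages were compared on values per heart with a two-sided exact permutation test over the 20 assignments of 3 and 3 hearts, whose smallest p is 0.1.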

Methylated RNA immunoprecipitation sequencing (MeRIP-seq) was used to perform genome-wide profiling of methylation-modified mRNA and lncRNA in the hearts of young and aged mice. 

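The lists of young replicates 1, 2 and 3 held 6505, 5362 and 4114 m6A peaks, and those of aged replicates 1, 2 and 3 held 9062, 9367 and 7284. The mean was 5327 ± 1196 (SD, n = 3) peaks in young hearts and 8571 ± 1125 (SD, n = 3) in aged hearts. Each aged heart had more peaks than each young heart, and the difference of 3244 peaks gave p = 0.1 in the exact permutation test, the smallest that 3 hearts against 3 allow. The peaks lay in 3358 ± 606 (SD, n = 3) genes per young heart and 4704 ± 440 (SD, n = 3) genes per aged heart, a difference of 1346 genes (exact permutation test, p = 0.1). The alternative that moved this most was to take the 4114 peaks with the lowest p-values from every heart, the length of the shortest list, after which the aged minus young difference was -87.7 genes (exact permutation test, p = 0.2).

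**Figure D1:**
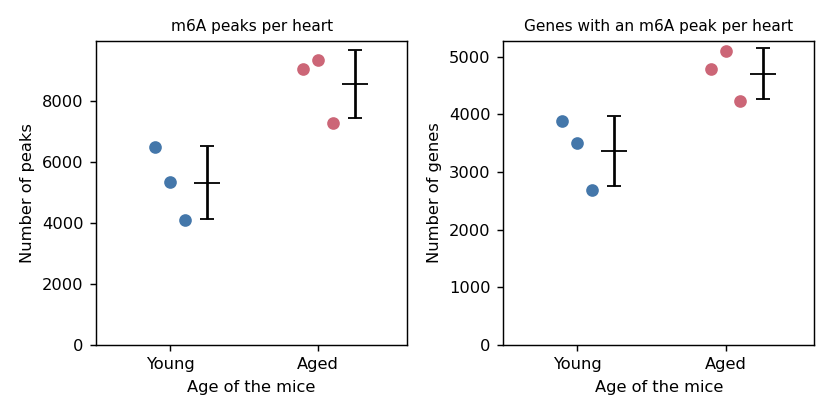
Number of m6A peaks (left) and of genes with an m6A peak (right) in each heart, with hearts grouped by age. Points are hearts in the order of replicates 1, 2 and 3, and the bars give the mean and SD of the 3 hearts. The aged hearts lie between 7284 and 9367 peaks, above the young hearts at 4114 to 6505.

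Joined across the 6 hearts, the peaks formed 15699 regions. A peak in at least 2 hearts of the age was found in 4103 regions of 2848 genes in young hearts and in 7121 regions of 4259 genes in aged hearts. Of these regions, 3563 were common to both ages, 540 belonged to young hearts alone and 3558 to aged hearts alone. These counts depend on the number of hearts asked for. With 1 heart sufficing there were 9148 regions in young and 13516 in aged hearts, and with all 3 hearts required there were 1891 and 3890. With a heart left out, both remaining hearts of its age had to have the peak, and the number fell to 2123 regions in young hearts without young replicate 1 and to 4670 in aged hearts without aged replicate 1.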

A total of 7,445 and 10,840 m6A peaks were detected in young and aged hearts, respectively, corresponding to 4,966 and 7,088 genes (Figures 2A,B). In both groups, chromosomes 1, 2, and 11 had the most m6A RNA methylation sites, and age did not significantly affect their methylation status (Figure 2C). 

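Chromosomes 2, 1 and 11 held the most peaks in each of the 6 hearts. Since the total number of peaks differed between hearts, each chromosome was compared by its share of the heart's peaks. Chromosome 1 held 7.01% ± 0.132 (SD, n = 3) of the peaks in young hearts and 7.18% ± 0.188 (SD, n = 3) in aged hearts, a difference within the spread between hearts (exact permutation test, p = 0.3). For chromosome 11 the shares were 7.11% ± 0.328 (SD, n = 3) and 7.42% ± 0.0165 (SD, n = 3), which overlapped as well (exact permutation test, p = 0.4). Chromosome 2 held 9.08% ± 0.101 (SD, n = 3) in young and 8.41% ± 0.153 (SD, n = 3) in aged hearts, and the 2 sets of hearts did not overlap (exact permutation test, p = 0.1; 0.275 after Benjamini-Hochberg adjustment over the 22 chromosomes). The shares of 8 of the 22 chromosomes, the mitochondrial one included, did not overlap between the ages, where chance gives 10% of them. With the same number of best peaks taken from each heart, this count was 1 and the difference for chromosome 2 changed its sign to 0.0648 percentage points (exact permutation test, p = 0.6).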

Figure 2D indicated that methylation peaks were similarly distributed across coding sequences (CDS), 3′untranslated regions (3′UTRs), and long non-coding RNA (lncRNA) in both young and aged heart tissues. However, there were some differences in the pattern of methylation peaks between the two groups. 

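Peaks in protein-coding genes made up 95.5% ± 0.775 (SD, n = 3) of all peaks in young hearts and 95.7% ± 0.307 (SD, n = 3) in aged hearts (exact permutation test, p = 0.9). Long non-coding RNA genes held 2.38% ± 0.201 (SD, n = 3) and 2.45% ± 0.196 (SD, n = 3) of the peaks, a difference smaller than the spread between hearts (exact permutation test, p = 0.5), whose sign changed to -0.0420 percentage points without aged replicate 2. For the position along the CDS, each coding sequence was divided into 3 equal parts and the middle of each CDS peak was placed in one of them. The first part held 32.5% ± 0.531 (SD, n = 3) of the CDS peaks in young and 34.7% ± 0.828 (SD, n = 3) in aged hearts, and the last part held 34.0% ± 0.700 (SD, n = 3) and 31.9% ± 0.664 (SD, n = 3). In both of these parts the hearts of the 2 ages did not overlap (exact permutation test, p = 0.1 for each), whereas the middle part held 33.5% ± 0.419 (SD, n = 3) and 33.3% ± 0.295 (SD, n = 3) (exact permutation test, p = 0.6).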

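Each peak was assigned to a transcript feature by the middle of its exon blocks on the coding transcript of its gene with the longest coding sequence in GENCODE M21, and a middle within 100 nt of a start or stop codon counted as that codon. This gave a feature for 4398 ± 969 (SD, n = 3) peaks per young heart and 7013 ± 816 (SD, n = 3) per aged heart. The middle of 13.5% of all peaks did not lie on the chosen transcript, and 4.31% were in genes without a coding transcript. The 3′UTR held 18.7% ± 3.62 (SD, n = 3) of the peaks in young and 18.7% ± 1.82 (SD, n = 3) in aged hearts, and the difference of -0.0143 percentage points lay within the spread between hearts (exact permutation test, p = 1). The CDS held 69.8% ± 3.74 (SD, n = 3) in young and 69.4% ± 1.68 (SD, n = 3) in aged hearts (exact permutation test, p = 0.9), and the 5′UTR 1.34% ± 0.261 (SD, n = 3) and 1.45% ± 0.0849 (SD, n = 3) (exact permutation test, p = 0.6). The signs of these 3 differences depended on single hearts. Without young replicate 2 the 3′UTR difference was 1.88 percentage points, without young replicate 3 the CDS difference was 1.32, and without young replicate 3 the 5′UTR difference was -0.0418. Stop codons held 5.37% ± 0.278 (SD, n = 3) in young and 5.01% ± 0.210 (SD, n = 3) in aged hearts (exact permutation test, p = 0.2). Start codons held 4.74% ± 0.114 (SD, n = 3) in young and 5.45% ± 0.0272 (SD, n = 3) in aged hearts. With all peaks and 100 nt around codons, this was the only one of the 5 features in which the hearts of the ages did not overlap (exact permutation test, p = 0.1; 0.5 after Benjamini-Hochberg adjustment over the 5 features). With 200 nt the 5′UTR separated the ages as well, at 0.110 percentage points (exact permutation test, p = 0.1). With any overlap of the peak in place of its middle the start codon difference grew from 0.717 to 1.78 percentage points, and with 200 nt in place of 100 nt to 1.34 (exact permutation tests, p = 0.1 for both). These rules also widen the category, to 10.3% and 10.1% of the peaks in young hearts. With 50 nt the start codon difference fell to 0.324 (exact permutation test, p = 0.1). With the same number of best peaks from each heart it was 0.522, and stop codons then separated the ages as well, at -0.781 percentage points (exact permutation tests, p = 0.1 for both).

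**Figure D2:**
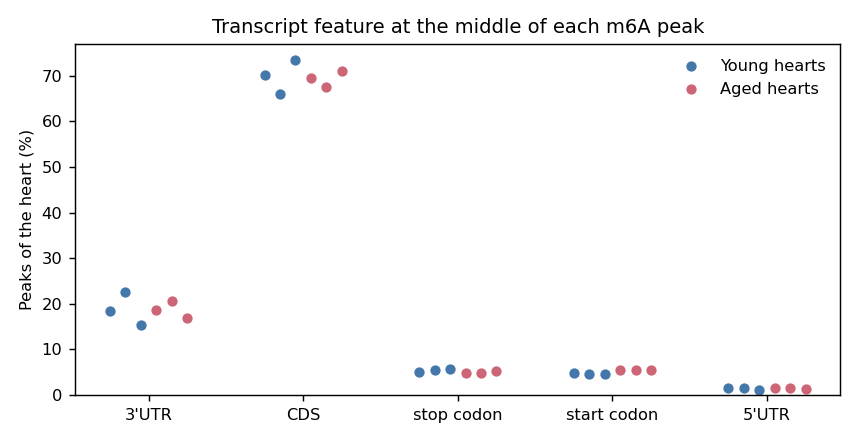
Share of each heart's peaks (%) whose middle lies in the named transcript feature. Points are the 3 young and 3 aged hearts, which, with all peaks, overlap in every feature except the start codon, at 4.74% on average in young and 5.45% in aged hearts.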

The analysis of aged heart tissues revealed a higher proportion of methylation peaks in the 3′UTRs (40% vs. 36.6%), start codons (4.5% vs. 4.2%), and 5′UTRs (1.1% vs. 1%), while the proportion of peaks in the CDS was lower (41.3% vs. 44.2%) as well as in the stop codons (12.8% vs. 13.7%, Figure 2E). Moreover, we observed a significant enrichment of the GGAC motif within m6A sites in both young and aged heart tissues (Figure 2F).

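GGAC is the core of the sequence motif at which m6A is most often deposited. As a control, a window of the same exonic length was drawn from exons of the same gene outside any peak, which was possible for 98.8% of the peaks. On the transcribed strand, GGAC was present in 56.2% ± 1.31 (SD, n = 3) of these peaks in young hearts and 57.2% ± 1.68 (SD, n = 3) in aged hearts, a difference of 1.03 percentage points (exact permutation test, two-sided, p = 0.6). The control windows held GGAC in 49.1% ± 0.650 (SD, n = 3) and 51.6% ± 1.19 (SD, n = 3) of cases, a larger difference of 2.50 (exact permutation test, two-sided, p = 0.1, the smallest possible). Peaks were longer in aged hearts, at 239 nt against 226 nt on average (exact permutation test, two-sided, p = 0.1), and per kb of peak there were 4.27 GGAC in young and 4.26 in aged hearts (exact permutation test, two-sided, p = 1). Over all peaks, with or without a control window, the aged minus young difference in the share was 1.02, and it lay between 0.122 without aged replicate 3 and 1.82 without aged replicate 2. With the same number of best peaks from each heart it was 5.60 (exact permutation test, two-sided, p = 0.1). Those peaks were 56.8 nt longer in aged hearts and their control windows differed by 7.32 percentage points (exact permutation tests, two-sided, p = 0.1 for both), while GGAC per kb differed by -0.0310 (exact permutation test, two-sided, p = 0.8). GGAC was more frequent in the peaks than in the control windows in 6 of 6 hearts, by 6.32 percentage points on average (exact permutation test by sign flips, two-sided, p = 0.03125, the smallest that 6 hearts allow). The windows were not matched to the peaks on transcript feature or base composition, which may give a part of this excess. The wider consensus DRACH (D is A, G or T; R is A or G; H is A, C or T) was present in 97.7% of the peaks and in 96.6% of the control windows in young hearts, so sequences of this length nearly always hold it.

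**Figure D3:**
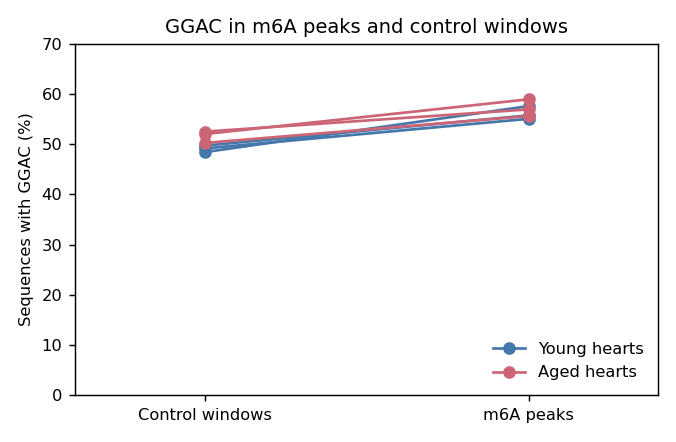
Share of sequences with GGAC (%) among the m6A peaks of each heart and among control windows of the same length from the same genes. Each line is 1 heart, and all 6 lines rise from the control windows to the peaks.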

**Figure 2:**
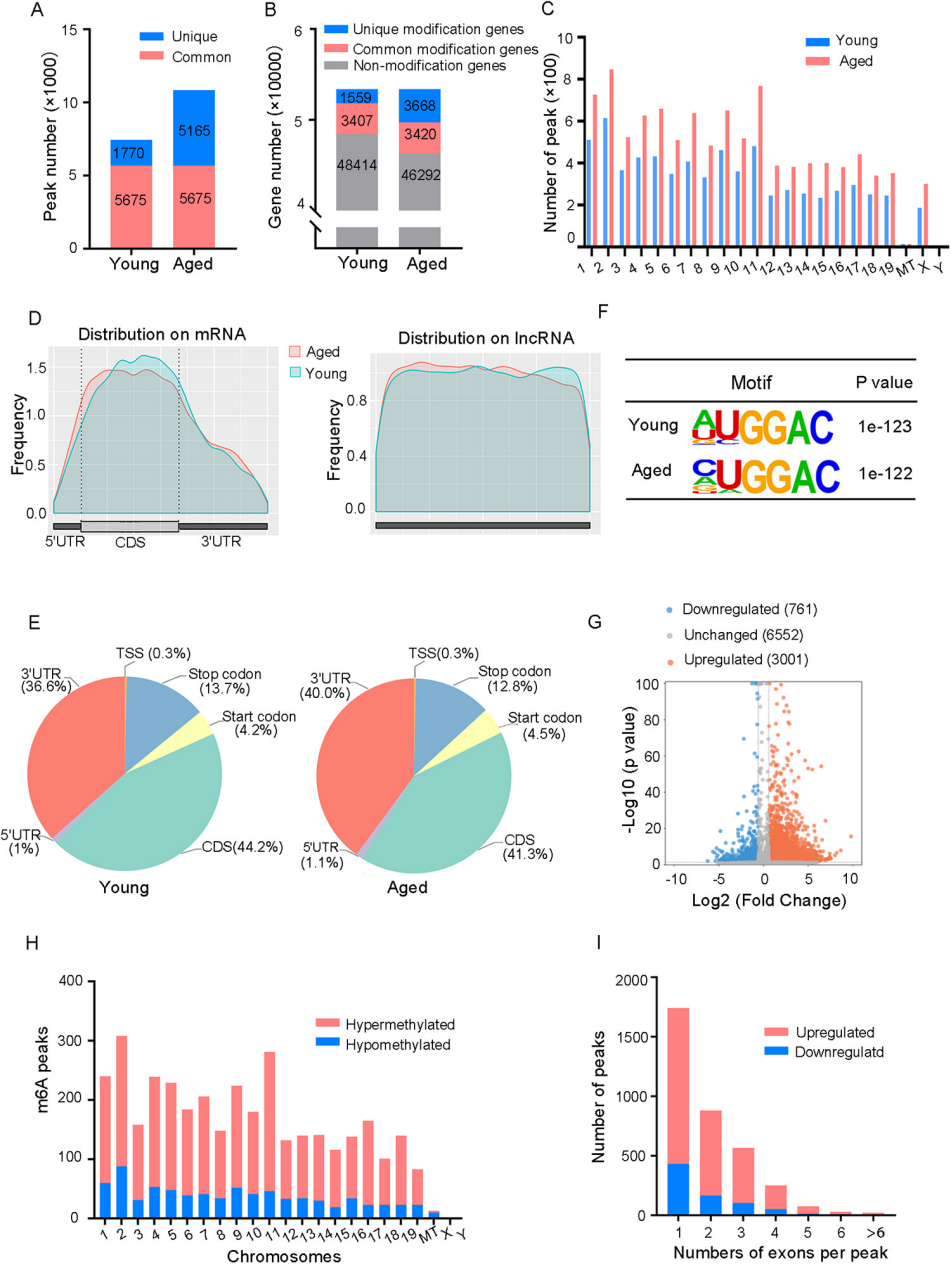
Overview of the m6A RNA methylation map in young and aged heart. **(A)** Number of m6A peaks identified in MeRIP-seq in young and aged mouse hearts. **(B)** Number of m6A-modified genes identified in MeRIP-seq. Common m6A genes contain at least one common m6A peak, while unique m6A genes contain no common m6A peaks. **(C)** The distribution patterns of m6A peaks in different chromosomes of young and aged mice. **(D)** Metagene plots showing the average distribution of m6A peaks identified across mRNA or lncRNA in the heart from young and aged mice. **(E)** Pie charts showing m6A peaks distribution in young and aged hearts. **(F)** Top consensus motif identified by HOMER with MeRIP-seq peaks in young and aged hearts. **(G)** Volcano plots showing significantly different m6A peaks. **(H)** The distribution of differentially methylated m6A peaks in mouse chromosomes. Fold change ≥1.5 and *P* < 0.05. **(I)** Distribution of the number of m6A peaks (*y* axis) was plotted based on the number of exons per peak (*x* axis) in young and aged hearts. *n* = 3 mice per group.

In order to provide a clearer understanding of how m6A RNA methylation levels change with age, we conducted an analysis comparing the differences in m6A RNA methylation levels. A total of 3,762 m6A peaks showed significant alterations between two groups, with 3,001 peaks upregulated and 761 peaks downregulated in aged heart compared to the young heart (fold changes >1.5, *P* < 0.05, Figure 2G). 

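The deposited lists hold calls without reads, so a change between the ages can be followed only as the presence or absence of a peak, and the fold changes behind Figure 2G were not recomputed. A peak in all 3 aged hearts and in no young heart was found in 421 regions of 398 genes, and a peak in all 3 young hearts and in no aged heart in 7 regions, so 98.4% of these 428 regions were of the aged hearts. No single region can pass a threshold of 0.05 with 3 hearts against 3, where Fisher's exact test gives p = 0.1 at best. The count was therefore set against the other splits of the 6 hearts into 3 and 3. Those gave between 95 and 249 such regions in both directions, with a median of 143, and 1 of the 10 splits, the split by age, gave as many as 428. Taking the same number of best peaks from each heart lowered the count to 98 regions in aged hearts alone and 48 in young hearts alone, an aged share of 67.1%, and the total of 146 compared with 54 to 135 under the other splits. Leaving out a heart raised the aged count to as many as 1156 regions, without aged replicate 3, and the young count to as many as 82, without young replicate 3.

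**Figure D4:**
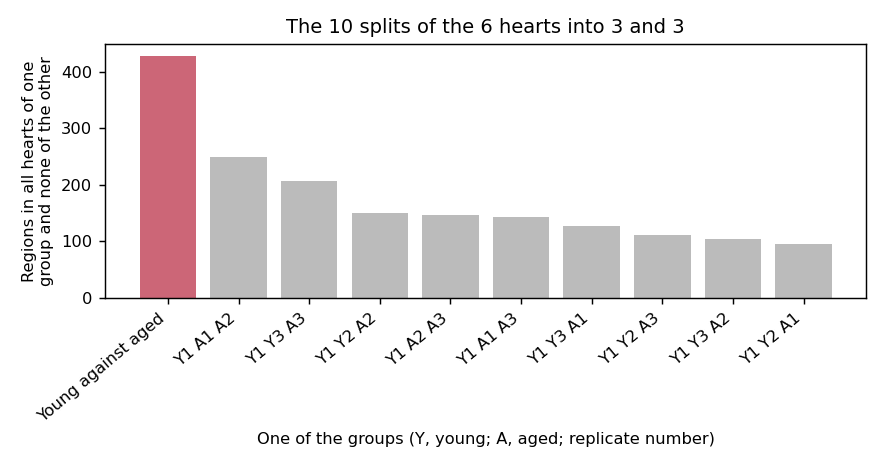
Number of regions with a peak in all 3 hearts of one group and in none of the other, for each of the 10 splits of the 6 hearts. The split by age (red) gives 428 regions and the others give 95 to 249.

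The regions of aged hearts alone with the strongest weakest peak were in Actb (chromosome 5, 142905239 to 142905715), Gm26917 (chromosome 17, 39846065 to 39846341), Capza2 (chromosome 6, 17637097 to 17656413, spanning 5 exon blocks), Nipsnap2 (chromosome 5, 129725153 to 129744719) and Myh7 (chromosome 14, 54973848 to 54974957). The peaks of Gm26917, a long non-coding RNA gene, lie in non-coding exon sequence and those of Capza2, Nipsnap2 and Myh7 in the CDS. The authors' p-values for the Capza2 peak lay between 1.3e-75 and 2e-33. Actb, Gm26917 and Myh7 had 2, 3 and 13 further peaks in the lists of young hearts at other positions, and Capza2 and Nipsnap2 had none. The first 5 regions of young hearts alone were in Nrp1, Plec, H2afj, Scmh1 and Sp1, and their p-values were closer to the cutoff, between 3.2e-06 and 7.6e-05 for Nrp1 and between 3.1e-05 and 0.0062 for Sp1. The paper proposes that m6A takes part in regulating cardiac aging. It draws on peaks and transcripts that change with age, on the levels of m6A regulators and on experiments in cells.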

The top 20 differently methylated m6A peaks are listed in Table 1. 

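Every interval of Table 1 was looked up in the 6 peak lists, with a heart counted when a peak shared at least 1 exon base with the interval. Of the 10 peaks listed as upregulated, 1 was found in 3 aged hearts, 3 in 2 and 6 in 1, and none had a peak in a young heart. The peak in all 3 aged hearts was that of Snhg11 (chromosome 2, 158383514 to 158383933, in the 3′UTR), with the authors' p-values of 1.6e-11, 6.3e-29 and 3e-06 in aged replicates 1, 2 and 3. Efemp1, Ydjc and Ube2l3 had theirs in aged replicates 1 and 2, and the intervals of Ydjc and Ube2l3 share 1 locus on chromosome 16 and the same peaks. Dennd4c, Itpk1 and Gfpt1 had a peak in aged replicate 2 alone, and Slc2a3, Rpl9 and Dhx29 in aged replicate 1 alone. Of the 10 peaks listed as downregulated, 9 were found in young replicate 1 alone and in no other heart, with p-values from 3.2e-13 for Mfap1b to 0.0081 for Ggps1. The peaks of Hnrnpd, Ckb, Nsun2, Rai2 and Ccdc50 were also among these. The interval of Mkrn2 had a peak in no heart. Counting only peaks with a p-value at or under 1e-05 left 6 upregulated peaks with more aged than young hearts and 5 downregulated peaks with more young than aged hearts.

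**Figure D5:**
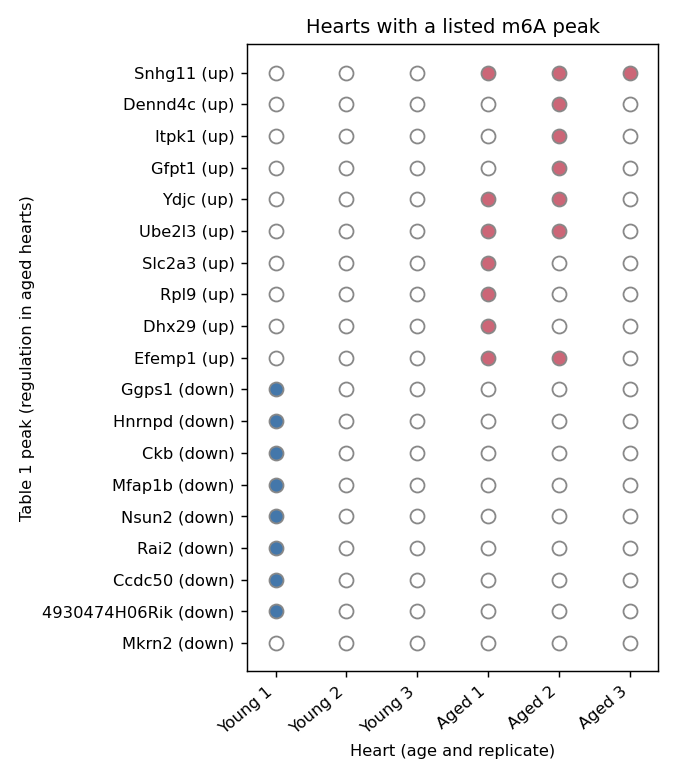
Presence (filled) or absence (open) of a called peak on 19 intervals of Table 1 in each of the 6 hearts. Blue marks young and red marks aged hearts, and 8 of the 9 downregulated intervals drawn are filled in young replicate 1 alone.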

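Regions with a peak in all 3 aged and in no young heart lay on 20 of the 22 chromosomes in the lists, chromosomes 1 to 19 and X, and none were on Y or the mitochondrial chromosome. Chromosome 5 held 44 of them, chromosome 11 held 31 and chromosome 9 held 28. The 7 regions found in the 3 young hearts alone lay on 6 chromosomes. The separating regions held 1312 peaks, of which 51.0% had 1 exon block and 28.9% had 2, so 79.9% had 1 or 2 blocks and the largest number was 5. Among all peaks of the 6 hearts the share with 1 or 2 blocks was 80.7%. Per heart, this share was 82.5% ± 2.11 (SD, n = 3) in young and 79.7% ± 0.759 (SD, n = 3) in aged hearts, and the hearts of the ages did not overlap (exact permutation test, two-sided, p = 0.1).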

The altered m6A peaks were further found to be transcribed from all chromosomes, with the majority spanning one or two exons (Figures 2H,I).

**Table 1:** The top 20 differentially methylated m6A peaks (aged/young).

Gene name	Chromosome	Peak region	Peak start	Peak end	Regulation	Fold change	*P-*value
Snhg11	2	3′UTR	158383513	158383933	Up	897.64	2.51 × 10^−16^
Dennd4c	4	CDS	86836444	86837383	Up	404.50	1.29 × 10^−8^
Itpk1	12	3′UTR	102569747	102569898	Up	296.11	2.51 × 10^−7^
Gfpt1	6	5′UTR	87042905	87043056	Up	254.23	7.76 × 10^−6^
Ydjc	16	3′UTR	17160043	17160313	Up	187.40	3.63 × 10^−4^
Ube2l3	16	exon	17160055	17201488	Up	182.28	3.89 × 10^−4^
Slc2a3	6	exon	122739977	122742170	Up	171.25	8.13 × 10^−7^
Rpl9	5	CDS	65390725	65390906	Up	170.07	4.68 × 10^−5^
Dhx29	13	CDS	112940412	112941765	Up	170.07	4.68 × 10^−5^
Efemp1	11	5′UTR	28853233	28867662	Up	152.22	1.10 × 10^−3^
Ggps1	13	3′UTR	14053167	14053318	Down	76.11	1.02 × 10^−2^
Hnrnpd	5	3′UTR	99958265	99958446	Down	51.27	6.92 × 10^−8^
Ckb	12	exon	111671740	111671980	Down	43.71	3.24 × 10^−7^
Mfap1b	2	CDS	121466765	121469836	Down	41.93	7.76 × 10^−3^
Nsun2	13	CDS	69627630	69629658	Down	38.32	8.13 × 10^−10^
Rai2	X	CDS	161778427	161778606	Down	37.79	9.12 × 10^−5^
Ccdc50	16	3′UTR	27446398	27446639	Down	35.02	5.75 × 10^−6^
4930474H06Rik	12	exon	71318609	71318790	Down	31.12	5.89 × 10^−3^
Rps8	4	exon	117154643	117154792	Down	30.70	9.55 × 10^−9^
Mkrn2	6	3′UTR	115620288	115620469	Down	30.48	2.95 × 10^−3^

3′UTR, 3′ untranslated region; 5′UTR, 5′ untranslated region; CDS, coding sequence; exon, expressed region.

### 3.3 Differentially methylated mRNAs enriched in important signaling pathways

To study the biological significance of m6A RNA modification during cardiac aging, we performed GO, KEGG pathway, and GSEA function enrichment analyses on differentially methylated mRNAs. The GO enrichment analysis was divided into three classes: biological processes (BP), cellular components (CC), and molecular functions (MF). 

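The GO releases used in the study were not used here. Lists of genes that stand near its terms were taken from Reactome, and for each list the share of genes with a region of all 3 aged and no young hearts was compared with 10000 random lists of genes matched on the number of regions per gene. The background was the 5009 genes with a region found in at least 2 hearts, of which 398 (7.95%) had a region of aged hearts alone and 7 (0.140%) a region of young hearts alone. Over the 6 lists and 2 directions, 12 one-sided tests were made. In 0 of them was the adjusted p-value under 0.05, and in 1 the unadjusted one was. Of the 34 genes in the muscle contraction list, 6 (17.6%) had a region of aged hearts alone, against 9.97% in the random lists (permutation test, p = 0.109, adjusted p = 0.464). They were Dysf, Myh11, Myl12a, Tnnt2, Tpm2 and Vim. With a peak in at least 2 aged and in no young heart asked for instead, 18 of the 34 (52.9%) had such a region, against 36.4% (permutation test, p = 0.0261, adjusted p = 0.157). The share lay above the random lists or the background in every alternative. It ranged from 7.14% against 3.77% with the same number of best peaks to 46.7% against 28.0% without aged replicate 3. The adjusted p-value was above 0.05 in each. None of the 34 had a region of young hearts alone.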

The GO analysis revealed that both up- and down-regulated methylation peaks were strongly linked with RNA fate and heart muscle tissue development (Figures 3A,B). More specifically, the BP analysis revealed a significant enrichment of hypermethylated peaks in mRNA processing, regulation of mRNA metabolic processes, and muscle tissue development (Figure 3A), whereas hypomethylated peaks were concentrated in RNA splicing, mRNA processing, regulation of RNA export from the nucleus, and muscle cell differentiation (Figure 3B). 

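In the Reactome list of mRNA splicing, 2 of the 56 genes in the background (3.57%) had a region of all 3 aged and no young hearts, Dnajc8 and Hnrnpul1, against 8.59% in the matched random lists (one-sided permutation test for a higher share, p = 0.962, adjusted p = 1). None of the 56 had a region of all 3 young and no aged hearts, where the random lists gave 0.163%. With 7 regions of young hearts alone in the whole data set, this rule leaves little to test in the direction of decreased methylation. Under the looser rule of a peak in at least 2 young and in no aged heart, which 174 regions met, 2 of the 56 genes (3.57%) had such a region, against 3.63% in the random lists (one-sided permutation test, p = 0.611, adjusted p = 0.945). Without aged replicate 2 the aged share was 19.1% against 18.6% in the random lists, above them rather than below. It stayed below them in the other alternatives, such as 14.3% against 23.2% without aged replicate 3.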

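A list of 90 genes of dilated and hypertrophic cardiomyopathy, written by hand, and the Reactome list of PI3K/AKT activation stood in for the KEGG pathways of the study, whose releases were not used here. Of the 47 cardiomyopathy genes in the background, 7 (14.9%) had a region of all 3 aged and no young hearts, against 11.5% in the matched random lists (one-sided permutation test, p = 0.283, adjusted p = 0.849). They were Actb, Cacna1c, Lama2, Myh7, Ryr2, Tnnt2 and Tpm2. The excess over the random lists reversed without young replicate 1, where the share was 21.3% against 23.3%, and without young replicate 2, where it was 14.9% against 16.8%. It kept its sign in the other alternatives, among them 13.5% against 5.50% with the same number of best peaks from each heart, 34.9% against 22.8% without aged replicate 2 and 46.8% against 39.9% with a peak in at least 2 aged and no young hearts, and the adjusted p-value was above 0.05 in every one (one-sided permutation tests or Fisher's exact test). Ryr2, on chromosome 13 from 11553102 to 12106945, had 6, 2 and 3 peaks in young replicates 1, 2 and 3 and 8, 12 and 6 in the aged replicates, and the hearts of the ages met at 6 peaks (exact permutation test, two-sided, p = 0.2). Ttn, on chromosome 2 from 76703980 to 76982547, had 72, 43 and 65 peaks in young and 62, 79 and 62 in aged hearts (exact permutation test, two-sided, p = 0.6), and none of its 109 regions separated the ages. Of the 35 genes in the PI3K/AKT list, 3 (8.57%) had a region of aged hearts alone, Fgf1, Hbegf and Ptpn11, against 9.04% in the random lists (one-sided permutation test, p = 0.629, adjusted p = 1). The share was above the random lists without young replicate 2 (14.7% against 13.8%) and with the same number of best peaks from each heart (4.17% against 3.39%), and below them in the other permutation tests. Lamc3 and Itga10 had a peak in no heart.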

In the mRNA pathway analysis, the peaks with elevated methylation were strongly associated with dilated cardiomyopathy and the PI3K-Akt signaling pathway (Figure 3C). Furthermore, the most important biological pathways associated with the peaks with decreased methylation were hypertrophic cardiomyopathy, adrenergic signaling in cardiomyocytes, cardiac muscle contraction, and dilated cardiomyopathy signaling pathways (Figure 3D). 

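None of the 47 cardiomyopathy genes had a region of all 3 young and no aged hearts, and the random lists gave 0.198%, or 0.0932 genes on average, too few for the test to come out otherwise in most cases (one-sided permutation test, p = 1). Regions found in at least 2 young and in no aged heart occurred in 1 of them (2.13%), against 4.59% in the random lists (one-sided permutation test, p = 0.898, adjusted p = 0.980). Under the same looser rule, 2 of the 34 muscle contraction genes (5.88%) had such a region, against 4.21% in the random lists (one-sided permutation test, p = 0.424, adjusted p = 0.945). Myh6, on chromosome 14 from 54941921 to 54966927, had 1, 0 and 4 peaks in young replicates 1, 2 and 3 and 1, 0 and 1 in aged replicates 1, 2 and 3 (exact permutation test, two-sided, p = 0.9). Tpm1 and Tpm3 had a peak in every heart, and none of their regions separated the ages.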

Based on the above findings, we used GSEA to look into the underlying regulatory processes that contributed to cardiac aging. The analysis of our findings revealed that the genes exhibiting alterations in m6A RNA modification were enriched in various aspects of cardiac senescence. Particularly, these genes were found to be enriched in processes related to cardiac senescence, such as heart and aorta cardiomyocyte aging (Figure 3E), coronary artery aging (Figure 3F), and cardiac tissue aging (Figure 3G).

**Figure 3:**
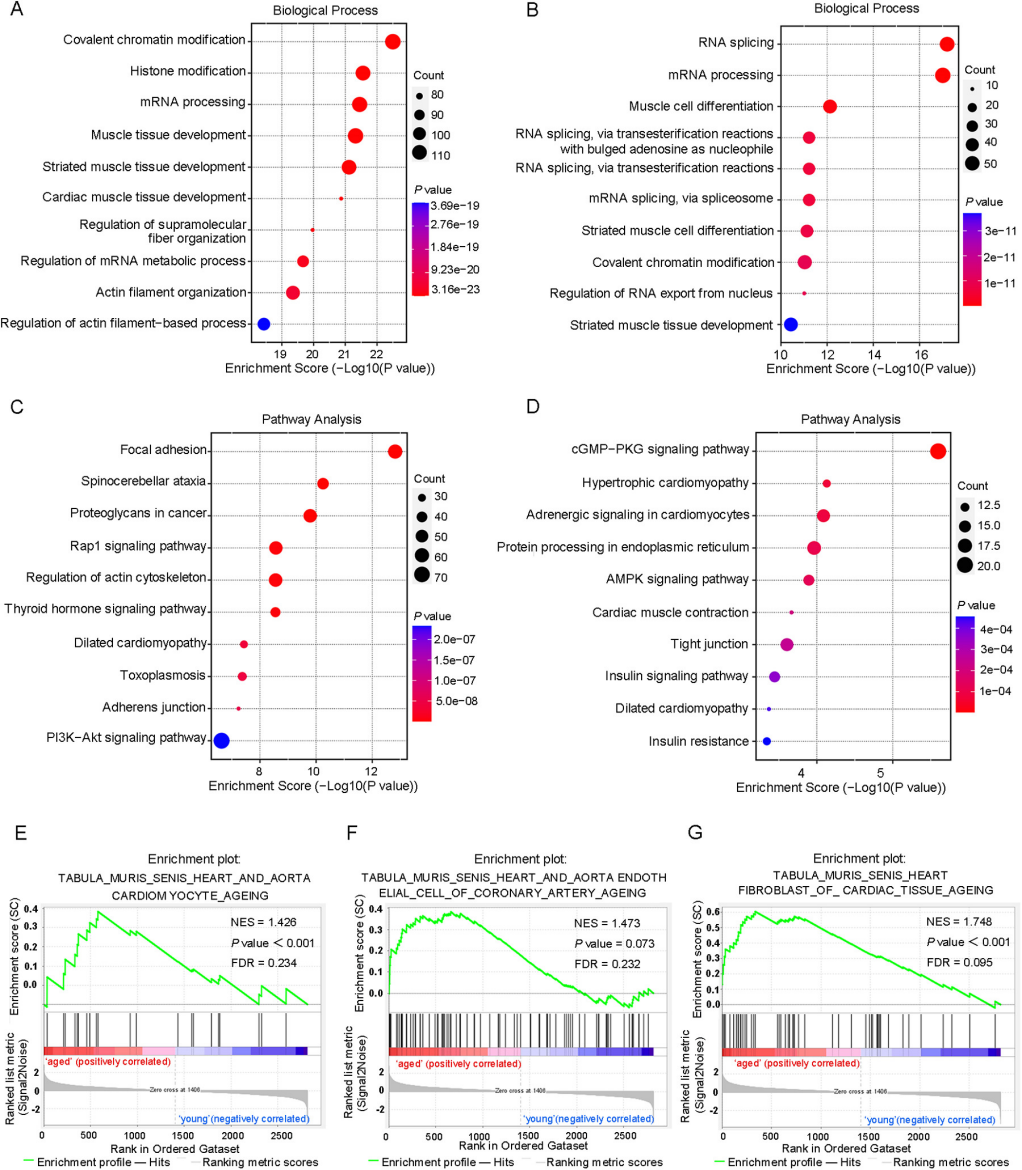
Differentially methylated mRNAs enriched in important signaling pathways. **(A)** The top 10 GO terms of genes with upregulated m6A peaks. **(B)** The top 10 GO terms of genes with downregulated m6A peaks. **(C)** The top 10 KEGG pathways of genes with upregulated m6A peaks. **(D)** The top 10 KEGG pathways of genes with downregulated m6A peaks. **(E–G)** GSEA enrichment of genes with significant changes in m6A RNA modification.

Interestingly, several of the enriched GO terms, such as chromatin remodeling, RNA splicing, and RNA export, also suggest the potential involvement of other epigenetic mechanisms beyond m6A methylation, including histone modifications and DNA methylation. These findings imply that m6A methylation may function in accordance with other epigenetic layers to coordinately regulate gene expression during cardiac aging.

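In the Reactome list of chromatin modifying enzymes, 10 of the 92 genes in the background (10.9%) had a region of all 3 aged and no young hearts, against 9.33% in the matched random lists (one-sided permutation test, p = 0.354, adjusted p = 0.849). Actb, Dot1l, Ep400, Hdac3 and Kmt2d were among them. None of the 92 had a region of young hearts alone. With a peak in at least 2 aged and no young hearts asked for instead, the share was 31.5% against 34.5% in the random lists (one-sided permutation test, p = 0.774, adjusted p = 0.945), below the random lists rather than above them. Leaving out a heart had the same effect on the sign without aged replicate 1, where the share of the first rule was 16.7% against 17.9%, and without aged replicate 3, where it was 21.8% against 24.9%. In the other alternatives it stayed above, such as 23.3% against 19.6% without young replicate 1.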

### 3.4 Overview of the transcriptome profiles and a combined analysis of the MeRIP-Seq and RNA-Seq data

An RNA-Seq study of cardiac tissues, with a sample size of three per group (*n* = 3 per group), identified 654 significantly upregulated genes and 709 downregulated genes (fold changes ≥1.5 and *P* < 0.05) in aged mice (Figures 4A,B). The top 20 differentially expressed genes were shown in Table 2. Furthermore, a comprehensive analysis of the DEGs was performed in both young and aged hearts using GO and KEGG pathways. GO analysis revealed DEGs were highly enriched in BP, particularly in the muscle system process and leukocyte adherence to vascular endothelial cells (Figure 4C). In terms of CC, the analysis demonstrated that the DEGs were significantly enriched in myofibril and sarcomere (Supplementary Figure 3A). Moreover, the analysis revealed that the DEGs were enriched in MF, which included the binding of cell adhesion molecules and protein tyrosine kinases (Supplementary Figure 3B). KEGG pathway analysis was used to identify the top ten pathways with the highest enrichment scores, which included the PI3K-Akt signaling pathway and dilated cardiomyopathy (Figure 4D). Lamc3, for instance, was involved in the PI3K-Akt signaling pathway, while Tpm3 and Itga10 were associated with dilated cardiomyopathy. We also conducted GSEA on all genes and discovered that certain gene expression patterns associated with cardiac aging were positively enriched in the old heart group, including aorta endothelial cell of coronary artery aging and heart fibroblast of cardiac tissue aging (Figures 4E–G).

**Figure 4:**
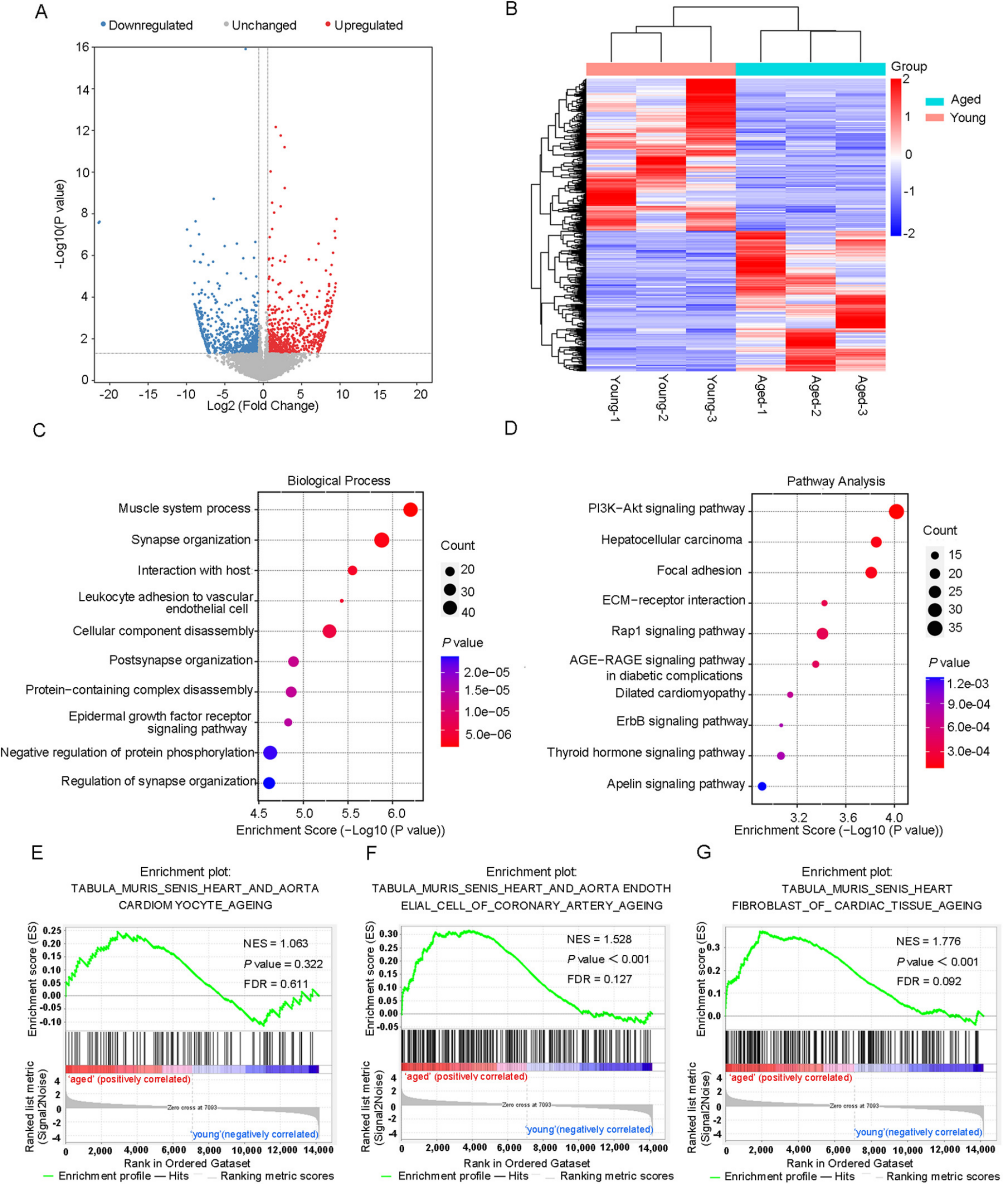
DEGs hierarchical clustering analysis and functional annotation. **(A)** Volcano plots and **(B)** heatmap plots showing differentially expressed genes in young and aged hearts. Fold change ≥1.5 and *P* < 0.05. **(C)** The top 10 GO terms of differentially expressed genes. **(D)** The top 10 KEGG pathways of differentially expressed genes. **(E)** GSEA enrichment of genes with significant changes in RNA levels.

**Table 2:** The top 20 differentially expressed genes (aged/young).

Gene name	Fold change	Regulation	*P*-value
Necab1	113.35	Up	6.29 × 10^−4^
Katnbl1	61.32	Up	1.54 × 10^−6^
Cd302	54.02	Up	2.50 × 10^−3^
Arc	53.63	Up	8.24 × 10^−3^
Tnfrsf23	53.00	Up	3.08 × 10^−3^
Rimbp2	51.51	Up	5.31 × 10^−5^
Tox2	50.97	Up	3.18 × 10^−2^
Stac2	47.65	Up	2.21 × 10^−2^
Zfp992	45.62	Up	6.76 × 10^−4^
Omg	38.47	Up	8.58 × 10^−3^
Paox	302.96	Down	2.09 × 10^−6^
Pycrl	92.68	Down	2.00 × 10^−6^
Fap	87.97	Down	1.92 × 10^−9^
Six5	85.97	Down	9.23 × 10^−5^
Btc	65.93	Down	5.42 × 10^−4^
Rem1	65.56	Down	1.67 × 10^−4^
Rpe	53.72	Down	3.75 × 10^−4^
Nrk	51.57	Down	5.79 × 10^−3^
Bax	51.06	Down	2.85 × 10^−5^
Lair1	49.47	Down	3.01 × 10^−3^

After a comprehensive analysis of the MeRIP-seq and RNA-seq data, all differentially methylated m6A peaks with varying mRNA levels were organized into four distinct groups. We detected 220 DEGs displaying hypermethylated m6A peaks, of which 102 were significantly upregulated (hyper-up) and 118 were downregulated (hyper-down). Additionally, 35 DEGs exhibited hypomethylated m6A peaks, with 25 upregulated (hypo-up) genes and 10 downregulated (hypo-down) genes (Figure 5A). To determine whether cardiac aging-related process or pathways were involved, we conducted GO and KEGG pathway analyses of DEGs with m6A hypermethylation or hypomethylation. Consequently, we found that biological processes related to cardiac aging were highly enriched in the top 10 GO processes for DEGs with m6A hyper- or hypo-methylation (Figures 5B,C). Specifically, DEGs with both m6A hypermethylation and hypomethylation were enriched in cardiac muscle tissue development, cardiac muscle hypertrophy, and striated muscle hypertrophy simultaneously (Figures 5B,C). Additionally, the DEGs with m6A hypermethylation were specifically enriched in the negative regulation of vascular permeability and positive regulation of endothelial cell migration, while DEGs with m6A hypomethylation were specifically enriched in the regulation of telomerase activity (Figures 5B,C). Furthermore, KEGG pathway analysis revealed a significant enrichment of DEGs with both hyper- and hypomethylated states in the pathways of dilated cardiomyopathy and hypertrophic cardiomyopathy, which are two prevalent cardiac diseases commonly associated with aging (Figures 5D,E).

**Figure 5:**
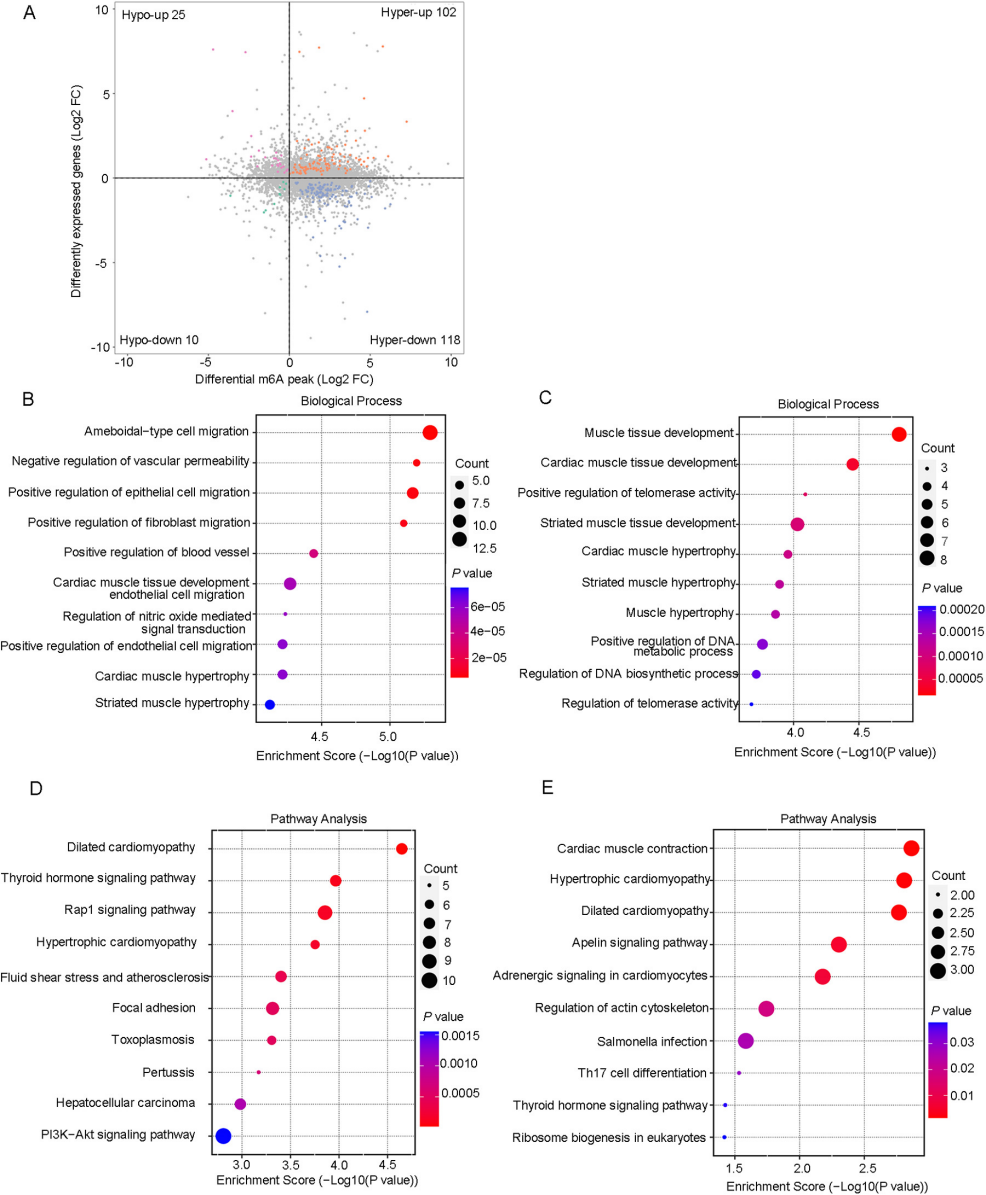
Conjoint analysis of the MeRIP-Seq and RNA-Seq data. **(A)** Four quadrant graphs of genes with differential m6A RNA methylation and differentially expressed mRNA levels. **(B)** The top 10 GO terms of genes with hypermethylated peaks and differentially expressed RNA levels. **(C)** The top 10 GO terms of genes with hypomethylated peaks and differentially expressed RNA levels. **(D)** The top 10 KEGG pathways of genes with hypermethylated peaks and differentially expressed RNA levels. **(E)** The top 10 KEGG pathways of genes with hypomethylated peaks and differentially expressed RNA levels.

### 3.5 The candidate gene EFEMP1 containing m6A modification correlates with cardiac aging

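Efemp1 (ENSMUSG00000020467), which encodes an extracellular matrix glycoprotein of the fibulin family, lies on the plus strand of chromosome 11 of GRCm38 from 28853204 to 28926743, and its transcript has 11 exons with the coding sequence beginning in exon 2. The lists held 1 peak in this gene, from 28853234 to 28867662, with the same 4 exon blocks in both hearts that had it. The authors' p-value for it was 3.2e-07 in aged replicate 1 and 2e-16 in aged replicate 2, which placed it at percentile 48.7 and 27.4 of those lists, where a low percentile is a strong peak. It was not called in aged replicate 3 or in any young heart, so it was present in 2 of 3 aged and 0 of 3 young hearts (exact permutation test on the number of peaks per heart, two-sided, p = 0.4). The peak covers 240 nt of exon sequence, of which 91 nt are 5′UTR in exon 1, 9 nt are 5′UTR and 81 nt are CDS in exon 2, 49 nt are CDS in exon 3 and 10 nt are CDS in exon 4, and its middle falls at the start codon. It holds 8 DRACH motifs, 1 of which contains GGAC. That motif is GGACC in exon 3, with its adenosine at position 28867491 in the context TATGAATGGGACCCCATAAGA.

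**Figure D6:**
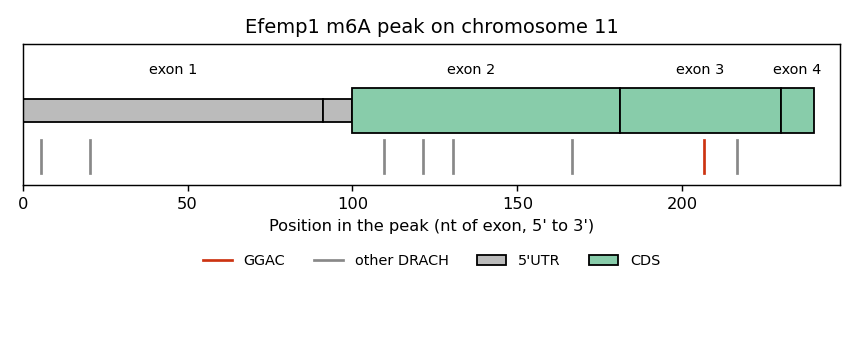
The exon blocks of the Efemp1 peak joined in transcript order, with the position in nt of exon from the 5′ end. Narrow grey boxes are 5′UTR and wide green boxes are CDS, ticks mark the 8 DRACH motifs, and the red tick is the GGACC motif in exon 3.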

To explore the functional significance of m6A-modified genes in cardiac aging, we identified EFEMP1 as a key candidate. Consistent with the mRNA-seq and MeRIP-seq results, subsequent RT-qPCR and MeRIP-qPCR analyses confirmed a significant upregulation of EFEMP1 expression, accompanied by enhanced m6A modification of EFEMP1 mRNA in aged mouse hearts (Figures 6A,B). To determine the m6A-dependent regulation of EFEMP1, we treated AC16 cells with the methyltransferase inhibitor cycloleucine at a concentration of 100 μM. This treatment led to a significant reduction in EFEMP1 mRNA levels, indicating that m6A modification positively regulates EFEMP1 expression (Figure 6C). Furthermore, our investigation demonstrated that H_2_O_2_-induced oxidative stress significantly increased EFEMP1 expression in AC16 cells (Figure 6D). Notably, knockdown of EFEMP1 effectively alleviated cellular senescence, as indicated by a decrease in the number of SA-β-gal positive cells following H_2_O_2_ treatment (Figure 6E). Moreover, to further explore the relationship between EFEMP1 and METTL14, we comprehensively analyzed multiple public datasets, including patients with ischemic cardiomyopathy (GSE263297) and young and aged mouse hearts (GSE225576 and GSE289885). The analysis clearly showed a positive correlation between the mRNA levels of METTL14 and EFEMP1 (Figure 6F). These findings strongly suggest that METTL14 likely plays a role in regulating the methylation modification level of EFEMP1. This potential regulation may have a significant impact on the complex molecular mechanisms underlying cardiac aging.

**Figure 6:**
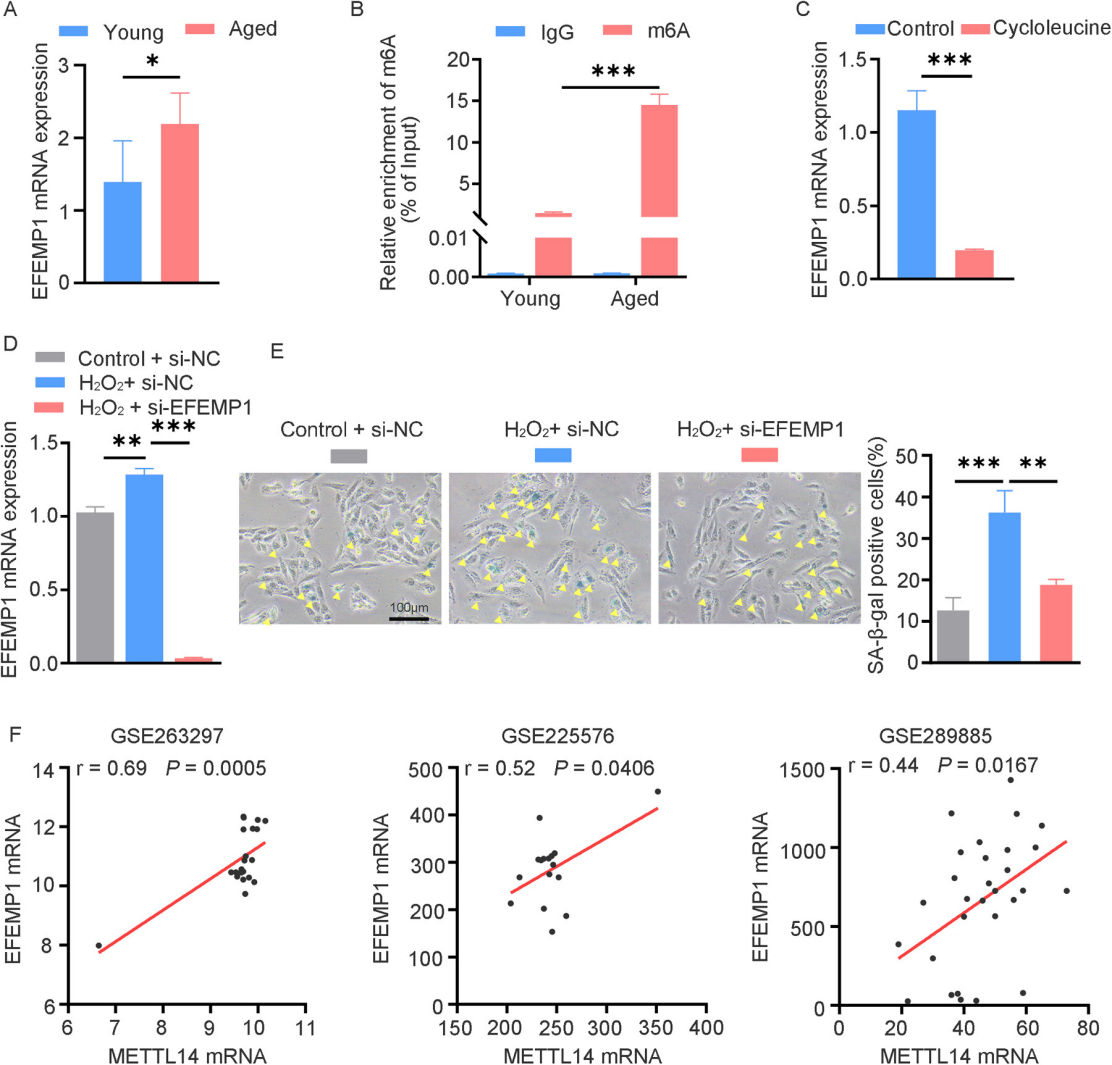
The candidate gene EFEMP1 containing m6A modification correlates with cardiac aging. **(A)** qRT-PCR analysis of EFEMP1 mRNA expression in young and aged mouse hearts. *n* = 5 mice per group. **(B)** MeRIP-qPCR analysis of m6A enrichment of EFEMP1 in young and aged mouse hearts. *n* = 3 mice per group. **(C)** EFEMP1 mRNA expression changes in AC16 cells treated with 100 μM cycloleucine for 24 h. **(D)** AC16 cells transfected with control or EFEMP1 siRNA for 24 h, followed by H_2_O_2_ treatment; EFEMP1 mRNA expression was measured by qRT-PCR. **(E)** SA-β-gal staining in AC16 cells treated as described in **(D)** Positive cells are shown in blue and marked by yellow arrows. **(F)** Positive correlation between METTL14 and EFEMP1 mRNA expression in multiple cardiac datasets (GSE263297, *n* = 21; GSE225576, *n* = 16; GSE289885, *n* = 29). Data are presented as the mean ± SD of three independent experiments for **(C–E)**. *P < 0.05, **P < 0.01, ***P < 0.001 by one-way ANOVA or Student's *t*-test, as appropriate.

## 4 Discussion

m6A RNA methylation, a heritable and reversible chemical modification, is involved in epigenetic regulation, and has been associated with various pathological processes, including cardiac diseases (15, 16). Aging, which underlies the decline in cardiac physiological function, is the primary risk factor for the development of cardiac diseases. To prevent age-related cardiac diseases, further insights should be gained from investigating the processes involved in cardiac aging. This study provided the first insight into the m6A landscape of cardiac aging in young and aged mice. We compared the global methylation levels and the expression of major m6A regulators in young and aged mice. Using MeRIP-seq analysis, we identified a total of 3,762 aberrant m6A peaks, with 3,001 m6A peaks upregulated and 761 m6A peaks downregulated. Further investigation using GO, KEGG pathway, and GSEA uncovered potential roles of differentially methylated transcripts. Moreover, by integrating MeRIP-seq and RNA-seq data, we identified 255 genes with differentially methylated m6A peaks and simultaneously different expression, which were enriched in signaling pathways associated with cardiac aging. These findings suggest that m6A RNA modification may play a fundamental role in regulating the processes of cardiac aging.

In this study, we found no significant difference in global m6A levels between young and aged hearts, which is consistent with a previous report (17). However, the expression levels of METTL14 and FTO were simultaneously upregulated in aged hearts, which may be the reason why the global m6A level was unchanged. Previous research has indicated that both METTL14 and FTO are significant in the context of cardiovascular diseases. In their investigation, Pang et al. discovered that the protein METTL14 exhibited a significant increase in hearts exposed to ischemia-reperfusion (I/R) and in cardiomyocytes undergoing injury induced by oxidative stress (18). The downregulation of METTL14 contributed to alleviation of acute myocardial I/R injury and cardiac dysfunction during I/R remodeling (16). Jian et al. found that METTL14 was upregulated in atherosclerotic lesions, and knockout of METTL14 significantly inhibited endothelial inflammation as well as the development of atherosclerosis (19). Additionally, Guo et al. reported that METTL14 levels are significantly altered in patients with coronary heart disease and are associated with disease severity and clinical prognosis (20). Similar to these findings, our current study reveals that METTL14 is also upregulated in H_2_O_2_-induced senescent AC16 cardiomyocytes. This upregulation further emphasizes the crucial role of METTL14 in various types of cardiac stress-related responses, including oxidative stress-induced senescence. Moreover, Qian et al. demonstrated the role of METTL14 in ovarian aging, suggesting that METTL14 participates in regulating aging—related signaling pathways via m6A modification (21). This implies that the function of METTL14 in the aging process may be universal. It is noteworthy that FTO was discovered to be downregulated in failing mammalian hearts, and it exhibited a protective function during ischemia by selectively removing methylation from transcripts associated with cardiac contraction (22). A recent study reported that FTO overexpression attenuated the hypoxia/reoxygenation (H/R)-induced apoptosis and inflammation of cardiomyocytes (23). Additionally, Su et al. reported a significant decrease in FTO expression in aged mouse hearts subjected to I/R injury (17). The difference in FTO expression between the present study and the prior one may be attributed to differences in physiological and pathological conditions. The homozygous mutations in FTO lead to left ventricular hypertrophy, which supported that FTO played an important role in early development of cardiovascular systems (24). The role of FTO-dependent m6A demethylation in the process of cardiac aging has not been explored, and this is an area that we plan to investigate in greater detail in our future research.

To further map the m6A RNA modification status, we performed MeRIP-seq and RNA-seq on hearts from young and aged mice. During our MeRIP-seq analysis, we identified 7,445 distinct m6A peaks in the young heart and 10,840 m6A peaks in the aged heart. Further analysis identified 3,762 anomalously regulated m6A peaks, with 3,001 upregulated and 761 downregulated. In the RNA-seq analysis, a total of 1,363 genes exhibiting differential expression were identified. To investigate the biological functions of these genes with differentially methylated m6A peaks or differential RNA levels, we conducted GO and KEGG analyses. Our analysis revealed that genes with dysregulated m6A peaks were primarily associated with RNA metabolic processes, including mRNA processing, RNA splicing, and regulation of RNA export from the nucleus. Additionally, these genes were found to be involved in the development and differentiation of muscle tissue. Consistent with previous reports, m6A have been proposed to be involved in various key regulatory processes of RNA metabolism (25, 26). In addition, the differential m6A genes were closely related to the Rap1, AMPK, PI3K-Akt, cGMP-PKG, dilated cardiomyopathy, hypertrophic cardiomyopathy, and adrenergic signaling in cardiomyocytes signaling pathways. Cai et al. found that loss of Rap1 could accelerate cardiac aging via modulating the p53/PPAR*α* signaling pathway (27). Previous studies have shown that myocardial AMPK activity decreased in aged hearts, and AMPK inactivation led to myocardial autophagy dysfunction (28–31). AMPK signaling can activate PI3K-Akt signaling pathway, and then protect the myocardium from ischemia-reperfusion (I-R) injury (32). It has been reported that the activation of the cGMP—PKG signaling pathway can cause an increase in the antioxidant response and reductions in ER stress, and improved cardiac function in mice with age-induced cardiac dysfunction (33). Beyond m6A RNA methylation, other epigenetic modifications, including DNA methylation and histone modifications, also play critical roles in regulating gene expression during cardiac aging. Emerging evidence suggests a complex interplay among these epigenetic layers. For instance, DNA methylation patterns dynamically shift with age and have been associated with transcriptional changes and functional decline in cardiac tissues (34). Histone modifications, such as H3K27me3 and H3K9ac, are also altered in aged hearts and contribute to chromatin remodeling and senescence-associated gene expression (35, 36). These modifications may function in concert with m6A methylation to fine-tune the transcriptional landscape, influencing key processes such as inflammation, oxidative stress responses, and endothelial dysfunction. Therefore, integrating multi-omics analyses that encompass m6A methylation, DNA methylation, and histone modifications could provide a more comprehensive understanding of the epigenetic regulation underlying cardiac aging.

Through a comprehensive analysis of MeRIP-seq and RNA-seq data, we identified 255 genes with differentially methylated m6A peaks and concomitant differential mRNA expression during the process of cardiac aging. To evaluate the biological significance of these genes, enrichment analyses of GO and KEGG pathways were conducted. In the KEGG analysis, two pathways were found to be enriched and related to cardiac diseases, specifically dilated cardiomyopathy and hypertrophic cardiomyopathy. Of note, these two pathways were also notably enriched in the KEGG enrichment analysis of genes with dysregulated m6A peaks. Another significant pathway affected in this study was the fluid shear stress and atherosclerosis. The shear stress of arterial blood flow at the endothelium has long been known to influence atherosclerosis, which is a major pathogenic factor in cardiovascular diseases (37). 

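For the 10 peaks of Table 3, the peak lists give the methylation side only, since expression was not analysed here. All 9 hypermethylated peaks were found in aged replicate 2, and none was found in a young heart. Slc37a3 (chromosome 6, 39336058 to 39336267, 3′UTR) and Hmox1 (chromosome 8, 75097164 to 75098944, CDS) had a peak in all 3 aged hearts. The authors' p-values were 0.011, 5e-13 and 0.032 for Slc37a3 and 1.5e-06, 5e-16 and 6.6e-05 for Hmox1 in aged replicates 1, 2 and 3. The other 6 apart from Efemp1, namely Mical2, Gm20300, Gm43808, Mapk10, Pank1 and Bcorl1, had a peak in aged replicate 2 alone, with p-values from 1e-07 for Pank1 to 0.0069 for Mical2. The hypomethylated peak of Ccdc50 (chromosome 16, 27446399 to 27446639, 3′UTR) was found in young replicate 1 alone, with a p-value of 9.3e-10. Counting only the 4114 best peaks of each heart left 3 of the 9 hypermethylated peaks with more aged than young hearts.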

During further investigations, four (Slc37a3, Gm20300, Hmox1, and Pank1) of the top nine hypermethylated genes were downregulated, five (Mical2, Efemp1, Mapk10, Bcorl1, and Gm43808) were upregulated, and just one gene (Ccdc50) was hypomethylated and upregulated in the aged heart (Table 3). Some of these genes are known to play important roles in the development of cardiac diseases (38, 39). For instance, Gabor et al. investigated the cardioprotection achieved through gene delivery of hypoxia inducible factor-1a depending on the downstream factor HMOX-1 activity (38). Deng et al. identified that specific knockdown of MAPK10 in the heart directly reverses hyperglycemia-induced myocardial dysfunction (39). EFEMP1, also known as fibulin -3, has emerged as a molecule of interest in the cardiac aging process based on our current findings. In aged hearts, EFEMP1 exhibits hyper-methylated m6A peaks and significant mRNA upregulation. To clarify the m6A-dependent regulation of EFEMP1, treating of AC16 cells with cycloleucine significantly reduced EFEMP1 mRNA levels, indicating that m6A modification positively regulates EFEMP1 expression. Moreover, H_2_O_2_-induced oxidative stress can markedly increase EFEMP1 expression, and knocking down EFEMP1 effectively alleviates cellular senescence. In other pathological conditions, EFEMP1 is known to regulate the extracellular matrix (ECM) (40). Alterations in the ECM can lead to cardiac remodeling in heart diseases (41). Our results align with previous human cohort studies reporting an association between EFEMP1 and brain aging and dementia (42), suggesting that EFEMP1 may play a more widespread role in the aging process across diverse organs. The positive correlation between METTL14 and EFEMP1 mRNA levels, as observed in multiple cardiac datasets, implies a potential regulatory relationship between these two molecules. Given that METTL14 is a methyltransferase, this correlation strongly suggests that METTL14 may modulate EFEMP1 expression through m6A-mediated mechanisms. Evidently, these m6A-modified genes and their influence on cardiac aging are likely of great significance. However, to fully understand their roles, further research is essential to elucidate the precise mechanisms underlying these genes in cardiac aging.

**Table 3:** The top 10 differently expressed genes containing differently methylated peaks (aged/young).

Gene name	Chromosome	Peak region	Peak start	Peak end	Fold change	Regulation	*P*-value
Efemp1	11	5′UTR	28853233	28867662	152.22	Hyper-up	1.10 × 10^−3^
Slc37a3	6	3′UTR	39336057	39336267	76.11	Hyper-down	1.45 × 10^−5^
Mical2	7	CDS	112318468	112318589	69.07	Hyper-up	4.79 × 10^−3^
Gm20300	10	exon	30604899	30605079	60.55	Hyper-down	9.12 × 10^−8^
Gm43808	5	exon	30870618	30870798	54.95	Hyper-up	5.25 × 10^−4^
Mapk10	5	5′UTR	103211033	103211184	37.01	Hyper-up	5.75 × 10^−3^
Pank1	19	3′UTR	34811637	34811817	34.06	Hyper-down	1.17 × 10^−3^
Hmox1	8	CDS	75097163	75098944	29.24	Hyper-down	4.57 × 10^−4^
Bcorl1	X	CDS	48370948	48375089	29.04	Hyper-up	3.09 × 10^−2^
Ccdc50	16	3′UTR	27446398	27446639	35.02	Hypo-up	5.75 × 10^−6^

3′UTR, 3′ untranslated region; 5′UTR, 5′ untranslated region; CDS, coding sequence; exon, expressed region.

To summarize, we constructed an m6A transcriptome map of young and aged hearts, and performed comprehensive bioinformatics analyses to investigate the potential connection between m6A RNA modification and mRNA expression during cardiac aging. Further research on m6A target genes in cardiac aging might contribute to the clinical application of the targeted therapy for age-related cardiac diseases.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: raw sequencing reads were deposited to the GEO database, with the accession number GSE298965.

# Supplementary material for: N6-methyladenosine RNA landscape in the aged mouse hearts
**Source:** Front Cardiovasc Med. 2025 Jun 18;12:1563364. doi: 10.3389/fcvm.2025.1563364
**Supplement:** Supplementary file 4

## Supplementary Material

### 1 Supplementary Figures and Tables

#### 1.1 Supplementary Figures

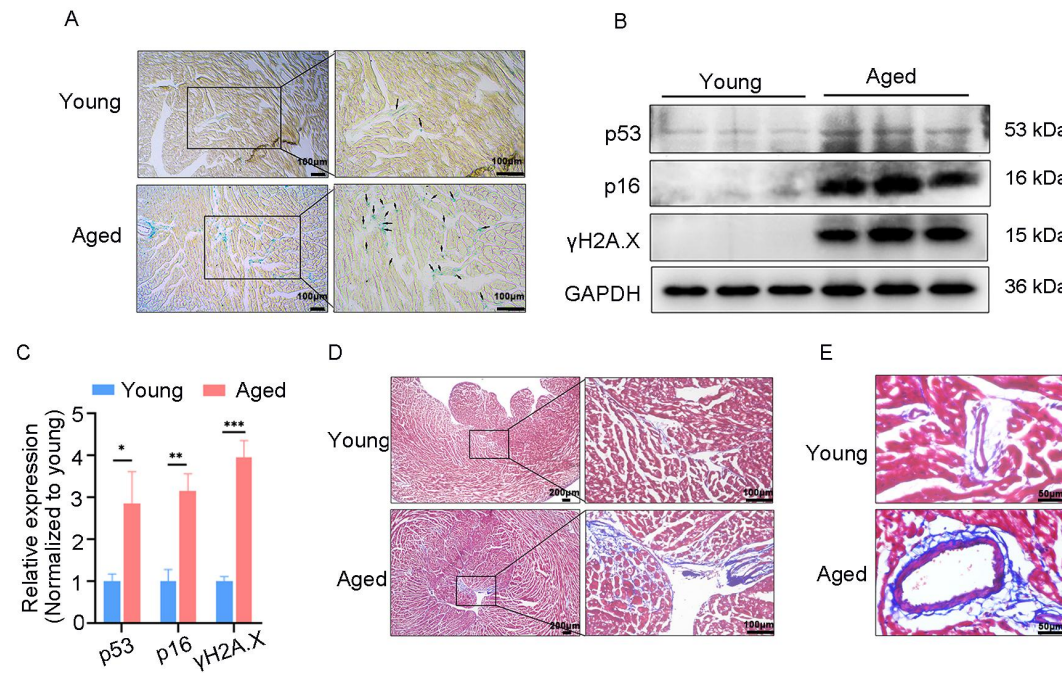

**Supplementary Figure 1.** Characterization of cardiac senescence and fibrosis in aged mice

(A) Senescent cells were detected by SA- $\beta$ -gal staining in young and aged mouse heart.  $n=3$  mice per group. (B, C) Protein expression levels and the corresponding densitometric analyses of p53, p16, and  $\gamma$ -H2A.X in heart tissue from young and aged mice.  $n=3$  mice per group. GAPDH was detected as the loading control.  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$  by Student's t-test. (D, E) Representative photomicrographs of Masson's trichrome staining performed on heart sections to assess interstitial fibrosis (D), and perivascular collagen volume area (E) in young and aged mice.  $n=3$  mice per group.

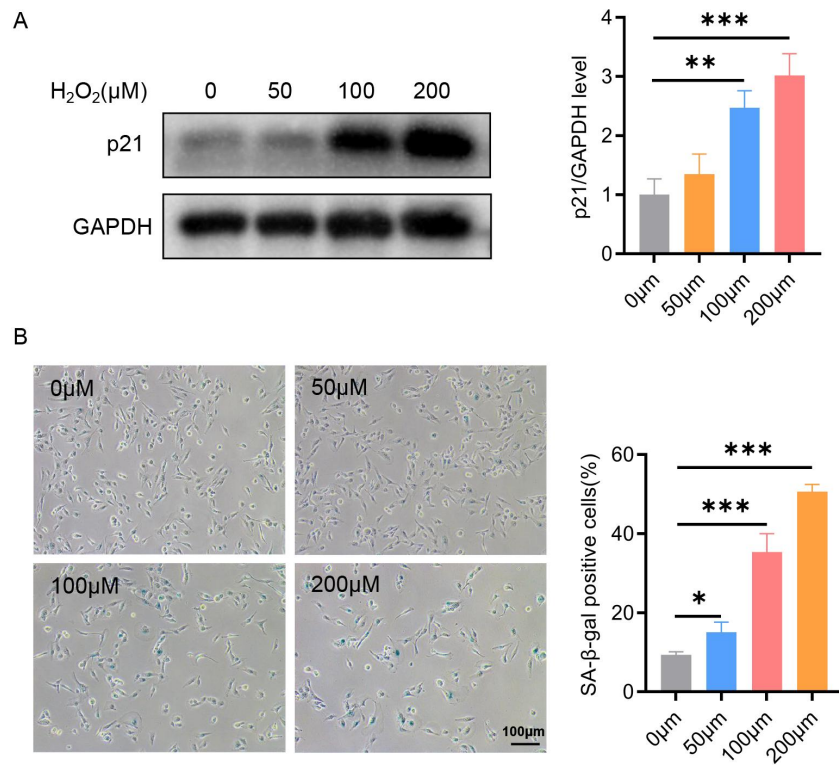

### Supplementary Figure 2. Detection in AC16 Cells Treated with H<sub>2</sub>O<sub>2</sub>

(A) After AC16 cells were treated with H<sub>2</sub>O<sub>2</sub>, the protein levels of p21 were detected by Western blot, with GAPDH detected as the loading control. (B) SA -  $\beta$  - gal staining was performed.

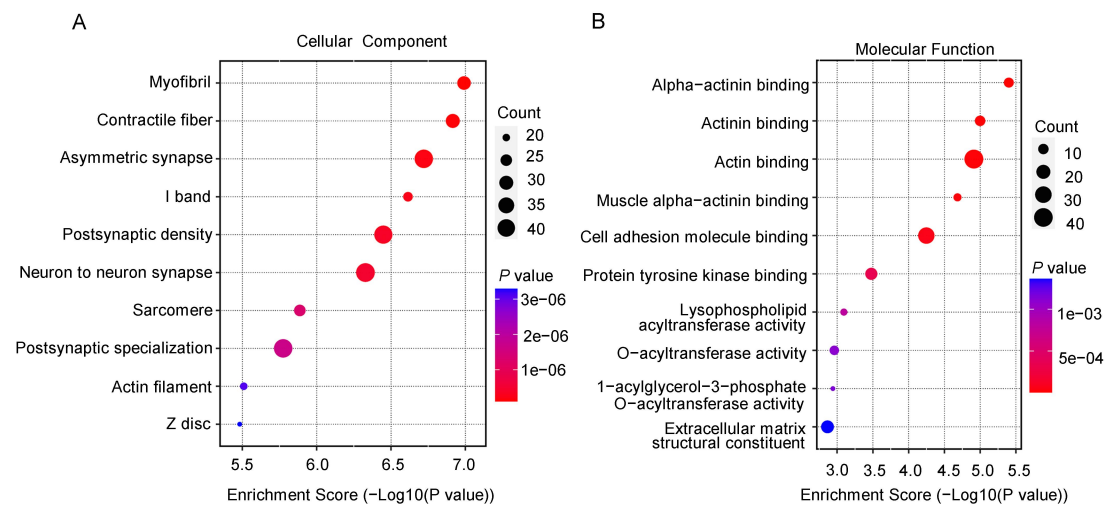

### Supplementary Figure 3. GO enrichment analysis of differentially expressed genes.

(A) The top 10 GO cellular component enrichment analysis of differentially expressed genes. (B) The top 10 GO molecular function enrichment analysis of differentially expressed genes.

## 1.2 Supplementary Tables

Table S1. The primer sequences for qRT-PCR

| Species | Gene   | forward/reverse | Sequence (5' to 3')     |
|---------|--------|-----------------|-------------------------|
| Human   | ACTIN  | reverse         | AGGGCATACCCCTCGTAGAT    |
| Human   | EFEMP1 | forward         | GACGCACAACCTGTAGAGCAGAC |
| Human   | EFEMP1 | reverse         | GAGCCTGGTGTATTACACGCATC |
| Mouse   | Actin  | forward         | GTGACGTTGACATCCGTAAAGA  |
| Mouse   | Actin  | reverse         | GCCGGACTCATCGTACTCC     |
| Mouse   | Efemp1 | forward         | CACACCTGGTTCCTTCTACTGC  |
| Mouse   | Efemp1 | reverse         | AGCACACTGGTTGCTGGCATCA  |

How the deposited data were processed for this re-analysis (not part of the article)

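MeRIP-seq of hearts of young mice (6 to 7 weeks) and aged mice (26 to 27 months) was analysed, with 3 immunoprecipitates and 3 inputs per age and 12 libraries in total. Each immunoprecipitate and its input gave 1 peak list, named after the mouse in the sample labels, so 6 lists were used, and the 3 lists of an age were treated as its replicates.

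The authors aligned clean reads to GRCm38 with Hisat2 (v2.1.0), called peaks in each heart with exomePeak (v2.13.2) at a p-value cutoff of 0.05 without a cutoff on the false discovery rate, and deposited for each peak its position, exon blocks, gene identifier and p-value. The deposited p-value is the only measurement in the lists, it is not adjusted for multiple tests, and it was listed as 0 for 503 peaks (1.21%). It was used to rank or filter the peaks of each list. Numbers of peaks at or under 1e-05 were then compared between hearts, although that cutoff may not be equally strict in each. The p-values of single peaks are given as listed. No normalization between hearts is part of the lists. Read counts and library totals were not used here, so the depth per sample is unknown, and the number of peaks in a list can depend on it.

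The 6 lists held 41694 peaks of 7088 gene identifiers, 7081 of which were found in the GENCODE M21 annotation of GRCm38. All peaks (100%) lay on the strand of their gene, and 99.9% of the inner exon blocks began at an annotated exon start when positions were counted from 0. Positions are given counted from 1. Peaks of the 6 hearts on the same strand that shared at least 1 base of exon were joined into regions as connected sets. A region belonged to an age with a peak in at least 2 of its 3 hearts, and it separated the ages with a peak in all 3 hearts of one age and in none of the other.

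Transcript features were assigned by the middle of each peak on the coding transcript of its gene with the longest coding sequence, with 100 nt around the start and stop codons. The GGAC motif was searched on the transcribed strand of the genome sequence, with 1 control window per peak of the same exonic length, drawn with a fixed seed from exons of the same gene outside any peak. The intervals of Table 1 (20 peaks) and Table 3 (10 peaks) were looked up in every list. The share of genes with a separating region was compared for 6 gene lists with 10000 random lists matched on the number of regions per gene in 5 bins. The lists were mRNA splicing, chromatin modifying enzymes, muscle contraction, PI3K/AKT activation and extracellular matrix organization from Reactome, and a hand-written cardiomyopathy list of 90 genes.

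Ages were compared on 1 value per heart with a two-sided exact permutation test over the 20 assignments of 3 and 3 hearts, whose smallest p is 0.1. Peaks and control windows were compared with a two-sided exact sign-flip permutation test over 6 hearts, whose smallest p is 0.03125. P-values of the gene lists are one-sided and, like those of the features and the chromosomes, were adjusted by the method of Benjamini and Hochberg. Counts of separating regions were set against the 10 splits of the 6 hearts.

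The genes named are those of Table 1 and Table 3, the 10 m6A regulators measured in the study, Ttn, Ryr2, Myh6, Tpm1, Lamc3, Tpm3 and Itga10, and in each direction the 5 separating regions whose weakest peak ranks best within its own list. This rule, the tests and all but a few of the alternatives were set before the data were examined. Members of a gene list with a separating region are named as well, which was decided after their values were seen. The comparisons of lncRNA genes and of the 3 parts of the CDS and the alternatives for them, the alternatives for the number of genes per age, the assignment of features on any coding transcript and the number of GGAC per kb as an alternative were chosen after seeing the data.

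The alternatives were a stricter p-value of 1e-05, the same number of best peaks (4114) from each heart, a shared length of 50% to join peaks or to match a listed interval, 1 or 3 hearts to assign a region to an age, at least 2 hearts against 0 to separate the ages, each heart left out in turn, the replicate number as a block, shares of the peaks on chromosomes 1 to 19, windows of 50 and 200 nt around codons, any overlap in place of the middle of a peak, DRACH, the central 100 nt or GGAC per kb for the motif, and Fisher's exact test for the gene lists.

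The calling of regions was tested on simulated data of 9238 regions. All 200 planted regions of aged hearts alone and all 100 of young hearts alone were recovered (100% each), and 130 other regions, each given a peak with a chance of 60% per heart, were called in aged hearts alone where 124 were expected. Each planted region had a peak in every heart of its age and in none of the other, so its recovery checks the code alone. The chance of 60% was the same in every heart, whereas the real lists differ in length between the ages. A planted gene list gave p = 0.0001 in the permutation test, the smallest that 10000 random lists can give, and 3 of 40 random lists gave a p under 0.05.

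Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used. Changes in methylation measured from reads, RNA-seq, the GO and KEGG releases of the study, the aging gene sets and the cell experiments were not analysed here. Some single genes that the lists and tables hold are counted but not reported here by themselves.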

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

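The weighing of the equal-length lists and of the detection rates below was settled only after their results were seen, and the comparison of all 20 combinations of 3 hearts and the test of the excess at the stricter p-value were chosen after that as well.

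A signal outside the genes that the paper lists was found in 418 regions with a peak in all 3 aged hearts and in no young heart, in genes that are in neither Table 1 nor Table 3. They are most of the 421 regions of aged hearts alone, against 7 of young hearts alone. The aged lists are also longer, at 8571 against 5327 peaks on average. Listing a peak under several overlapping genes on the same strand is not the reason. The ratio of the aged to the young mean was 1.61 before overlapping peaks of a heart on the same strand were joined and 1.61 after. Peaks on opposite strands were not joined, so a peak listed under genes on both strands is not covered. Of the 10 splits of the 6 hearts into 3 and 3, 1 gave as many separating regions, the split by age itself. With 10 splits that share cannot fall under 10%, so an arbitrary grouping of the hearts is not excluded.

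Weak calls near the cutoff are not the whole cause of this excess. Among peaks with a p-value at or under 1e-05 the means were 5104 in aged and 3202 in young hearts, a ratio of 1.59, the hearts of the ages did not overlap (exact permutation test, two-sided, p = 0.1, the smallest possible), and 260 regions were of aged hearts alone against 2 of young hearts alone. The cutoff of 1e-05 may not be equally strict in each heart, since depth is unknown, and other explanations stay open. Calling may have been more sensitive in the aged libraries. With the 4114 best peaks of every heart, 98 regions were of aged hearts alone and 48 of young hearts alone, a ratio of 2.04. A ratio of at least 1.5 had been set as the result that would speak against this explanation, but a library with better enrichment also repeats its best peaks more often at equal length. The mean Jaccard index between hearts at equal length was 0.495 within the aged and 0.390 within the young hearts, so the ratio does not exclude more sensitive calling. Weak calls may also give a part of these regions. The median p-value of their peaks lay at percentile 56.0 of its own list, where 100 is the weakest, against 68.0 for the regions of young hearts alone and 19.2 for regions found in all 6 hearts. They lie on the weaker side of their lists without being weaker than the young ones, which leaves the size of this part open.

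Independent detection in each heart, at a rate of its own, could give part of the excess. A model with 1 rate per heart, fitted to the regions found in 2 or 4 hearts, expected 353 regions in aged hearts alone (95% range 320 to 386) and 8.87 in young hearts alone, where 421 and 7 were observed. The aged count is above that range. The model also missed 7 of the 20 combinations of 3 hearts, and 5 combinations, the aged one included, had a ratio of observed to expected regions of at least 1.19, the largest being 1.84. The excess over the model therefore cannot be told apart from the error of the model. An effect of age on m6A stays among the open explanations and was not tested, since library depth and enrichment are unknown and may differ between the ages. Transcript levels, some of which the paper reports to change with age, were not analysed here either, so calls were not separated from them.

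The paper measures the expression of 10 m6A regulators but does not report whether their own transcripts carry m6A. Of these, 7 had a called peak in at least 1 heart. Ythdc1 had 3 peaks in each of 5 hearts and none in young replicate 2. Wtap and Ythdf1 had a peak in 2 aged and 0 young hearts, Fto in 2 young and 2 aged, Alkbh5 in 2 young and 1 aged, Ythdf3 in 1 young and 2 aged, and Ythdf2 in 1 young and 0 aged hearts. Mettl3, Mettl14 and Ythdc2 had none. The number of peaks per heart did not separate the ages for any of the 10 genes (exact permutation tests, two-sided, p from 0.4 to 1). Since depth is unknown, a missing call in a heart cannot be read as missing m6A, and neither a technical nor a biological explanation was tested for these calls.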

How the results depend on the processing

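The alternatives for lncRNA genes, for the parts of the CDS and for genes per age, the features on any coding transcript and GGAC per kb, were chosen after seeing the data. The difference in peaks per heart kept its direction under the stricter p-value (1902 peaks) and in the 6 fits that each left out a heart (2638 to 3888). The shares with 1 or 2 exon blocks, of stop and start codons, of the first and last part of the CDS and on chromosomes 1 and 11 kept their direction under each alternative run for them that could change it. Their sizes moved when a heart was left out. The difference ranged from -3.62 to -1.58 percentage points for 1 or 2 exon blocks and from -0.506 to -0.230 for stop codons. It ranged from 0.0615 to 0.246 on chromosome 1 and from 0.152 to 0.478 on chromosome 11. Start codons moved less, from 0.684 to 0.782. In none of these comparisons can p fall under 0.1, so p says nothing about their stability.

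With the p-value at or under 1e-05, fewer peaks enter. Regions fell to 2629 in young and 4404 in aged hearts, with 2339 common, 290 of young alone and 2065 of aged alone. Separating regions were 260 of aged and 2 of young hearts. The listed peaks found in more hearts of the stated age were 6 and 5 for Table 1 (up and down) and 4 for the hypermethylated ones of Table 3. The share of extracellular matrix genes with a region of young hearts alone was 0%, below the random lists. The other 34 of 45 results kept their direction and their side of the threshold or, for counts, stayed within 1.5 times the count. For comparisons of the ages p cannot fall under 0.1, so only their direction was checked and not their size.

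With the same number of best peaks per heart, the lists are equally long by construction. The difference in genes per heart reversed to -87.7. Regions in aged hearts were 3566 and of aged hearts alone 1105, genes in aged hearts 2410, and separating regions 98 of aged and 48 of young hearts. Chromosome 2 reversed to 0.0648 percentage points and 1 chromosome did not overlap. CDS reversed to 1.61 and 5′UTR to -0.0292 percentage points. Table 1 kept 4 and 5 peaks and Table 3 kept 3. The share of PI3K/AKT genes reversed to 4.17% in the aged and 8.33% in the young direction, and that of splicing genes to 3.33% in the young direction, against their random lists. The cause of these reversals was not tested. The other 28 of 44 results met the same limits, but some of them moved far. The aged minus young difference in GGAC grew from 1.02 (exact permutation test, p = 0.6) to 5.60 percentage points (exact permutation test, p = 0.1), that with 1 or 2 exon blocks from -2.76 to -7.67, that of the 3′UTR from -0.0143 to -1.32 and that of stop codons from -0.357 (exact permutation test, p = 0.2) to -0.781 (exact permutation test, p = 0.1). The Jaccard difference fell to 0.0145.

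Asking for 1 of 3 hearts gave 9148 regions in young and 13516 in aged hearts, 6965 common, 2183 of young and 6551 of aged alone, and 5143 and 6465 genes. Asking for 3 of 3 gave 1891 and 3890 regions, 1663 common, 228 and 2227 alone, and 1516 and 2707 genes. Fewer regions pass a stricter requirement by construction. Asking for 50% overlap moved the 10 results it was run for little, with 416 separating regions in aged and 6 in young hearts.

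Counting a region as separating with at least 2 of 3 hearts against 0 gave 1829 regions in aged and 174 in young hearts. The extracellular matrix list passed the threshold (48.7%; permutation test, adjusted p = 0.0396, where its adjusted p over the other alternatives lay between 0.0612 and 1). Chromatin genes reversed to 31.5% in the aged and 4.35% in the young direction and muscle contraction genes to 5.88% in the young direction, each against its random lists. With Fisher's exact test, PI3K/AKT genes at 8.57% were above the background instead of below the matched lists. The cause was not tested.

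Windows of 200 nt around codons turned the 3′UTR difference to 0.286 and any overlap turned it to 0.122 percentage points. With DRACH the aged minus young motif difference was -0.0231 and with GGAC in the central 100 nt it was -0.307 percentage points. Per kb of peak the difference in GGAC was -0.00879 with all peaks (exact permutation test, p = 1) and -0.0310 with the same number of best peaks per heart (exact permutation test, p = 0.8), where the aged peaks were 56.8 nt longer. Windows of 50 nt, features on any coding transcript, shares on chromosomes 1 to 19 and a 50% overlap with listed intervals changed no direction. With 50 nt the start codon difference was 0.324, on any coding transcript the 5′UTR difference was 0.218 percentage points, and on chromosomes 1 to 19 the shares of 7 chromosomes did not overlap. Any overlap raised the start codon difference to 1.78 percentage points.

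Across the 6 fits that each left out a heart, regions ranged from 2123 (without young replicate 1) to 4118 in young and from 4670 (without aged replicate 1) to 7142 in aged hearts. Common regions ranged from 1999 (without young replicate 1) to 3138, those of young hearts alone from 124 (without young replicate 1) to 1176 (without aged replicate 1), those of aged hearts alone from 1738 (without aged replicate 1) to 5143, and genes in young hearts from 1665 (without young replicate 1) to 2845. Separating regions ranged from 517 to 1156 (without aged replicate 3) in aged and from 20 (without aged replicate 1) to 82 (without young replicate 3) in young hearts. The smaller number of hearts moves these counts by construction.

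In the same fits, the 3′UTR difference ranged from -1.73 (without young replicate 3) to 1.88 (without young replicate 2), CDS from -2.41 (without young replicate 2) to 1.32 (without young replicate 3), 5′UTR from -0.0418 (without young replicate 3) to 0.189 and lncRNA genes from -0.0420 (without aged replicate 2) to 0.184 percentage points. The aged minus young difference in GGAC ranged from 0.122 (without aged replicate 3) to 1.82 (without aged replicate 2), and the Jaccard difference from 0.00624 (without aged replicate 1) to 0.0769 (without young replicate 1). GGAC in peaks minus control windows ranged from 5.74 to 6.69 percentage points, always above 0, but 5 hearts cannot give p under 0.0625.

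For the gene lists, the ranges in the aged direction were 8.57% to 21.2% for PI3K/AKT (reversed without young replicate 2, at 14.7%), 14.9% to 34.9% for cardiomyopathy (reversed without young replicate 1, at 21.3%, and young replicate 2, at 14.9%), 12.1% to 23.3% for chromatin (reversed without aged replicate 1, at 16.7%, and aged replicate 3, at 21.8%) and 6.00% to 19.1% for splicing (reversed without aged replicate 2, at 19.1%). The ranges were 17.6% to 46.7% for muscle contraction and 18.7% to 37.7% for extracellular matrix, above the random lists in all 6 fits. The random lists rose as well, to 28.0% and 24.0% without aged replicate 3, where both shares were highest. In the young direction they were 0% to 3.03% for PI3K/AKT, 0% to 2.13% for cardiomyopathy, 0% to 2.33% for chromatin, 0% to 2.08% for splicing and 0% to 5.88% for muscle contraction, each of which lay above its random lists in at least 1 fit. Few genes decide these shares.

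The replicate numbers were also used as a block. Peaks of young and aged hearts of the same number did not deviate together (correlations of -0.00178, 0.0478 and 0.0265), so the numbers do not pair the hearts. With 3 complete pairs the mean of the paired differences equals the difference of the means, so the block left all 16 values as they were by construction and changed only p. For the difference of 3244 peaks p was 0.25 (exact sign-flip test), the smallest that 3 pairs allow. The block therefore says nothing about the stability of a direction.

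The unknown depth of the libraries limits the counts of peaks, genes and regions, since a missing call cannot be told from a low depth.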

Differences from the paper's values

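The paper reports 7445 m6A peaks in young and 10840 in aged hearts, and the regions found in at least 2 of 3 hearts numbered 4103 and 7121. Among the alternatives set before the data were examined, requiring 1 of 3 hearts gave 9148 and 13516, within 1.5 times the paper's values. The stricter p-value, the same number of best peaks, the 50% overlap, 3 of 3 hearts and each heart left out did not close the gap for either age.

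The paper gives 4966 genes with peaks in young and 7088 in aged hearts, against 2848 and 4259 genes of regions found in at least 2 of 3 hearts. With 1 of 3 hearts the numbers were 5143 and 6465, and this alternative for genes was chosen after seeing the values. The others, listed for peaks above, left both differences. The number of genes with a peak in any of the 6 hearts, young and aged together, was 7088, the number that the paper gives for aged hearts; this count was also chosen after seeing the values, and the genes with a peak in any aged heart numbered 6465.

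Figure 2A shows about 5700 common peaks and about 1800 peaks of young hearts alone, both read by eye, against 3563 and 540 regions. With 1 of 3 hearts, which was set before the data were examined, the numbers were 6965 and 2183, and the other alternatives closed neither gap.

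The paper places 40% of the peaks of aged hearts and 36.6% of those of young hearts in the 3′UTR, where 18.7% and 18.7% were found. None of the alternatives set before the data were examined closed this gap, and neither did the middle of a peak on any coding transcript, chosen after seeing the values. For the CDS the paper gives 41.3% in aged and 44.2% in young hearts, against 69.4% and 69.8%. Windows of 200 nt around codons gave 60.0% and 60.8%, and any overlap of the peak in place of its middle gave 59.8% and 61.0%, both within 1.5 times the paper's values, while the other alternatives set before the data were examined did not. For stop codons the paper gives 12.8% in aged and 13.7% in young hearts, against 5.01% and 5.37%. The 200 nt windows gave 11.4% and 12.3%, any overlap gave 12.4% and 13.0%, and the other alternatives set before the data were examined did not close the gap.

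The paper states that aged hearts have a higher share of peaks in the 3′UTR. The difference found was -0.0143 percentage points, and it turned positive with 200 nt windows (0.286), with any overlap (0.122) and without young replicate 2 (1.88), aged replicate 1 (0.0489) or aged replicate 3 (0.860). The paper lists the peak of Mkrn2 as lower in aged hearts, and its interval had a called peak in 0 of 6 hearts. Table 1 places the peak of Efemp1 in the 5′UTR, and its middle was at the start codon, with 91 nt and 9 nt of 5′UTR in exons 1 and 2. The paper names dilated cardiomyopathy and the PI3K-Akt pathway among genes with increased methylation, and splicing and cardiomyopathy among genes with decreased methylation. The stand-in lists for these gave adjusted p-values of 0.849 and 1 in the first direction and 1 and 1 in the second (one-sided permutation tests). The second direction could hardly have come out otherwise, since matched random lists held 0.0912 genes of splicing size and 0.0932 of cardiomyopathy size with a region of young hearts alone on average, so it is no evidence against the paper. With at least 2 young and no aged hearts asked for instead, the adjusted p-values were 0.945 for splicing and 0.980 for cardiomyopathy (one-sided permutation tests). Figure 2H shows the most altered peaks on chromosomes 2 and 11, whereas chromosome 5 held the most regions found in all 3 aged and no young hearts (44), with 31 on chromosome 11 and 27 on chromosome 2.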

Other observations

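The tests of the 9 peaks of Table 1 and of GGAC against windows of equal length in peaks of a single heart were chosen only after the results were seen.

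Of the 15699 regions, 6731 (42.9%) had a peak in 1 heart, and 2882, 1762, 1395, 1266 and 1663 had one in 2, 3, 4, 5 and 6 hearts. The mean Jaccard index of regions was 0.350 (0.311 to 0.383) between young hearts, 0.436 (0.414 to 0.451) between aged hearts and 0.357 (0.274 to 0.433) between a young and an aged heart. Within-age pairs exceeded between-age pairs by 0.0356 on average, and 1 of the 10 splits of the hearts gave as large a value (exact permutation test, p = 0.1, the smallest possible). The size of this excess depended on single hearts. It was 0.00624 without aged replicate 1 (exact permutation test, p = 0.5), 0.00776 without aged replicate 2 (exact permutation test, p = 0.3) and 0.0769 without young replicate 1, and with the same number of best peaks from each heart it was 0.0145 (exact permutation test, p = 0.1). The closest pair of different ages, young replicate 1 with aged replicate 3 at 0.433, was closer than any pair of young hearts.

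Peaks found in a single heart may be calls without an m6A site. They held GGAC in 48.5% of cases, against 65.0% in peaks found in all 6 hearts and 50.7% in all control windows. A share closer to the control windows had been set as the result that would speak for this explanation, and that is what was found. The comparison does not decide it, because peaks of a single heart are shorter (171 nt against 309 nt on average) and shorter sequences hold GGAC less often. Against control windows of their own length and genes, which held GGAC in 45.1% of cases, the excess in single-heart peaks was 3.44 ± 1.48 percentage points (SD, n = 6), above 0 in 6 of 6 hearts (exact sign-flip permutation test, two-sided, p = 0.03125). The windows were not matched on transcript feature or base composition, so this excess cannot decide whether m6A sites lie under any of them. Peaks found in all 6 hearts had an excess of 7.63 percentage points. This was larger by 4.19 on average over the 6 hearts, and larger in 5 of them (exact sign-flip permutation test, two-sided, p = 0.0625). A lack of a site under a part or all of the single-heart peaks therefore remains a candidate explanation.

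All 9 hypomethylated peaks of Table 1 that were found in the lists were called in young replicate 1 alone. Young replicate 1 has the longest young list, but it holds 38.5% of the regions found in 1 young heart and no other heart, and young replicates 2 and 3 hold 39.4% and 22.1%. Drawing 9 regions by these shares gives 9 from young replicate 1 with a probability of 0.000187, which argues against the length of that list as the cause. What the selection of these peaks from reads favoured cannot be seen from the lists, and no biological explanation was tested.

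With all peaks, the share at start codons differed most between the ages among the 5 features, at 0.717 percentage points higher in aged hearts (exact permutation test, two-sided, p = 0.1; 0.5 after Benjamini-Hochberg adjustment). The longer aged lists could bring in weak peaks with another distribution. With the same number of best peaks from each heart the difference was 0.522 (exact permutation test, p = 0.1), a ratio of 0.728 to the first, which argues against extra weak peaks as the whole cause. At equal length it was not the largest difference. Stop codons also separated the ages there, at -0.781 (exact permutation test, p = 0.1), and the differences of 1.61 in the CDS and -1.32 in the 3′UTR lay within the spread between hearts (exact permutation tests, p = 0.6 for both). An effect of age and other differences between the libraries stay open and were not tested.

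The extracellular matrix list was tested although the paper names no such term for methylation. Of its 78 genes in the background, 12 (15.4%) had a region of all 3 aged and no young hearts, against 9.18% in matched random lists (one-sided permutation test, p = 0.0443, adjusted p = 0.464 over the 12 tests of this kind). They were App, Cd47, Col15a1, Col1a1, Col5a1, Dst, Fn1, Lama2, Lama4, Lama5, Thbs1 and Vcan. In young hearts alone 1 gene had such a region, Plec (1.28%; permutation test, p = 0.116, adjusted p = 0.464). With at least 2 aged and no young hearts, 38 genes (48.7%) against 33.9% gave an adjusted p of 0.0396 in the same test, and the adjusted p lay between 0.0612 and 1 under the other alternatives. With the same number of best peaks per heart the share was 4.26% against 4.11%, with an adjusted p of 0.888 in the permutation test.

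Mitochondrial transcripts held 0.270% ± 0.0510 (SD, n = 3) of the peaks in young and 0.141% ± 0.00945 (SD, n = 3) in aged hearts. The numbers of these peaks were 14, 15 and 13 in young and 12, 13 and 11 in aged hearts, so their number changed less between the ages than the length of the lists.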
